# Progressive tooth pattern changes in *Cilk1*-deficient mice depending on Hedgehog signaling

**DOI:** 10.1038/s41368-025-00405-4

**Published:** 2025-12-01

**Authors:** Minjae Kyeong, Ju-Kyung Jeong, Dinuka Adasooriya, Shiqi Kan, Jiwoo Kim, Jieun Song, Sihyeon Park, Suyeon Je, Seok Jun Moon, Young-Bum Park, Hyuk Wan Ko, Eui-Sic Cho, Sung-Won Cho

**Keywords:** Developmental biology, Oral diseases

## Abstract

Primary cilia function as critical sensory organelles that mediate multiple signaling pathways, including the Hedgehog (Hh) pathway, which is essential for organ patterning and morphogenesis. Disruptions in Hh signaling have been implicated in supernumerary tooth formation and molar fusion in mutant mice. Cilk1, a highly conserved serine/threonine-protein kinase localized within primary cilia, plays a critical role in ciliary transport. Loss of *Cilk1* results in severe ciliopathy phenotypes, including polydactyly, edema, and cleft palate. However, the role of Cilk1 in tooth development remains unexplored. In this study, we investigated the role of *Cilk1* in tooth development. *Cilk1* was found to be expressed in both the epithelial and mesenchymal compartments of developing molars. *Cilk1* deficiency resulted in altered ciliary dynamics, characterized by reduced frequency and increased length, accompanied by downregulation of Hh target genes, such as *Ptch1* and *Sostdc1*, leading to the formation of diastemal supernumerary teeth. Furthermore, in *Cilk1*^−/−^;PCS1–MRCS1^△/△^ mice, which exhibit a compounded suppression of Hh signaling, we uncovered a novel phenomenon: diastemal supernumerary teeth can be larger than first molars. Based on these findings, we propose a progressive model linking Hh signaling levels to sequential changes in tooth patterning: initially inducing diastemal supernumerary teeth, then enlarging them, and ultimately leading to molar fusion. This study reveals a previously unrecognized role of Cilk1 in controlling tooth morphology via Hh signaling and highlights how Hh signaling levels shape tooth patterning in a gradient-dependent manner.

## Introduction

The primary cilium is a microtubule-based organelle that extends from the surface of most mammalian cells. They act as sensory structures that transduce extracellular signals into intracellular responses, influencing fundamental cellular functions during development and homeostasis.^1,2^ Primary cilia mediate multiple signaling pathways, including Hedgehog (Hh),^3,4^ Wnt,^5^ Fibroblast growth factor,^6^ Hippo,^7^ mTOR,^8,9^ platelet-derived growth factor,^10^ and Notch^11^ pathways. Of these, Hh signaling is most intimately linked to ciliary function and is essential for the patterning of various organs.^3^ Aberrant Hh signaling can lead to supernumerary teeth and molar fusion.^12–14^

Supernumerary teeth in mice are defined as additional teeth that develop beyond the typical complement of one incisor and three molars per quadrant. Based on their location and developmental origin, supernumerary teeth are simply categorized into three types: supernumerary incisors, supernumerary teeth in the toothless diastema region, and supernumerary molars located lingual or distal to the normal molars.^15^ During wild-type molar development, two transient tooth germs, referred to as the anterior diastemal rudiment (R1) and the posterior diastemal rudiment (R2), appear in the diastema region between the incisor and molars. R1 emerges around embryonic day 12.5 (E12.5) and regresses shortly thereafter, while R2 appears at E13.5 and typically regresses by E14.5 through incorporation into the developing first molar (M1), which initiates just distal to R2.^14,16–19^ This integration illustrates that M1 originates from the fusion of multiple tooth primordia, namely the R2 and M1. The second (M2) and third molars (M3) subsequently develop in a posterior sequence. However, in certain mutant mice, the R2 bud fails to regress and instead develops into a supernumerary tooth, which precedes the normal formation of M1 and M2. Thus, the diastemal supernumerary tooth corresponds to R2. Many mutant mouse models with impaired Hedgehog signaling have been reported to develop R2, including *Gas1*^−/−^, *Shh*⁺^/^⁻; *Sostdc1*⁺^/^⁻, *Sostdc1*^−/−^, and mice with deletions of *Shh* enhancers such as MRCS1^△/△^ and PCS1–MRCS1^△/△^ mice.^12,14,20,21^ PCS1–MRCS1^△/△^ mice, lacking PCS1 and MRCS1, two oral-specific cis-regulatory enhancer elements of *Shh* (*Sonic Hedgehog*), exhibit R2 in both the maxilla and mandible.^12^

Molar fusion in mice refers to a developmental anomaly in which two or more adjacent molar tooth germs, most commonly M1 and M2, fail to undergo proper segmentation and instead develop as a single fused molar. Other Hh signaling mutants, such as *Krt14-Cre;Shh*^fl/−^*, Krt14-Cre;Smo*^fl/fl^, and *Sostdc1*^−/−^ mice, also develop molar fusion.^13,14,22–26^

Given the role of primary cilia in Hh signaling, we investigated *Cilk1* (*Ciliogenesis-associated kinase 1*) to understand its contribution to tooth patterning. Cilk1 is a key regulator of ciliary turnaround processes. It localizes at ciliary tips via interactions with the IFT-B complex.^27^ Cilk1 regulates the undocking of kinesin-II from intraflagellar transport (IFT) particles and coordinates the turnaround of the IFT machinery by phosphorylating kinesin-II subunits or other components of the IFT complex.^28–33^ This regulatory function is supported by the abnormal accumulation of IFT components at the ciliary tip in *Cilk1*-deficient cells.^34^ Mutations in *Cilk1* result in elongated cilia and impair ciliary function, leading to defects in Hh signaling and are associated with ciliopathies, a group of syndromes that arise from impairments in sensory and signaling activities of the primary cilia and affect nearly all organs in the body.^34–36^ Cilk1 is critical for the proper retrograde trafficking and ciliary exit of Smoothened (Smo), a ciliary G protein–coupled receptor that mediates Hh signaling. In wild-type cells, stimulation with the Smoothened agonist (SAG) facilitates Smo entry into the primary cilium, resulting in downstream activation of the Hh pathway. By contrast, *Cilk1*-deficient cells exhibit excessive accumulation of Smo within the primary cilium even under unstimulated conditions, without corresponding activation of Hedgehog signaling.^34^ While loss-of-function mutations in primary cilia-related genes such as *Ift88*, *Ofd1*, and *Kif3a* cause severe developmental defects, including cleft palate and abnormal tooth patterning,^37–39^ the specific impact of Cilk1 on tooth development remains unclear.

In this study, we examined *Cilk1* expression in developing tooth germs and analyzed tooth patterning in both conventional and conditional *Cilk1*-deficient mice. Our findings reveal that loss of *Cilk1* results in R2 formation, altered ciliary morphology, and reduced Hh signaling activity. Furthermore, we generated *Cilk1*^*−/−*^; PCS1–MRCS1^△/△^ mice, which exhibited R2 enlargement and molar fusion, reinforcing the link between Hh signaling activity and tooth patterning.

## Results

### *Cilk1* deletion leads to diastemal supernumerary tooth formation

To investigate the spatiotemporal expression of *Cilk1* during tooth development, we performed RNA in situ hybridization. *Cilk1* expression was detected in both the epithelium and mesenchyme of the mandibular M1 from E13.5 to E16.5 (Fig. 1a–d). To further confirm this pattern, we analyzed recently published single-cell RNA-sequencing (scRNA-seq) data,^40,41^ which demonstrated that *Cilk1* was broadly expressed across both epithelial and mesenchymal compartments at E14.5 and E16.5 (Supplementary Fig. S1b, j). Immunohistochemistry staining also showed the presence of primary cilia in most cells within both dental epithelium and mesenchyme (Fig. 3e, g), confirming that Cilk1 is closely associated with primary cilia during tooth development, as in other organs.

**Fig. 1:**
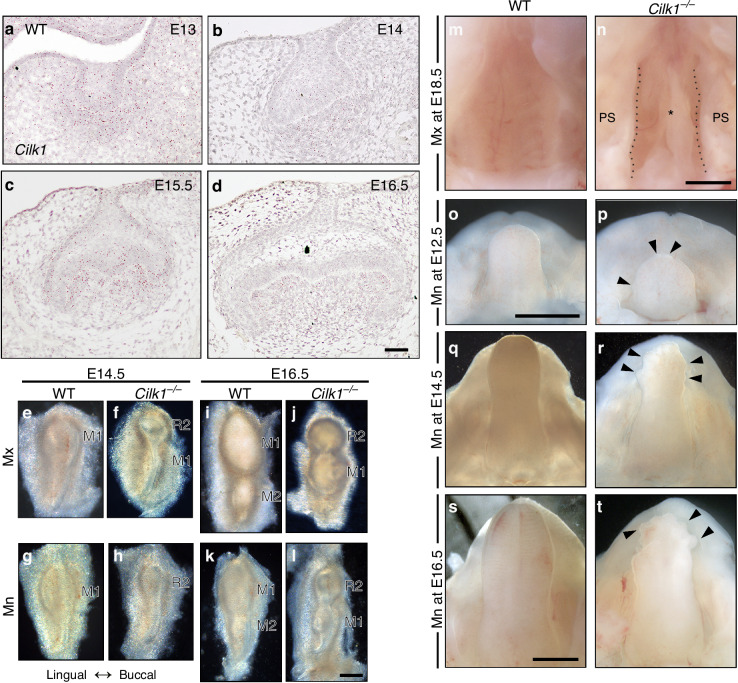
*Cilk1* expression in developing molars and developmental anomalies in *Cilk1*^−/−^ mice. **a**–**d** *Cilk1* expression (small brown dots) in frontal sections of the developing first molar (M1) of wild-type mice at E13, E14, E15.5, and E16.5. *Cilk1* is weakly expressed in dental epithelium and dental mesenchyme. **e**–**l** Tooth germs dissected from maxilla (Mx) and mandible (Mn) of wild-type (WT) and *Cilk1*^*−/−*^ mice at E14.5 and E16.5. Diastemal supernumerary tooth (R2) is observed in *Cilk1*^*−/−*^ mice at E14.5 (**f**, **h**). M1 and second molar (M2) are observed in wild-type mice at E16.5 (**i**, **k**), while R2 and M1 are observed in *Cilk1*^*−/−*^ mice (**j**, **l**). R2 is similar or smaller in size than M1 in both maxilla and mandible of *Cilk1*^*−/−*^ mice at E16.5. **m** Wild-type mice show the fused palate at E18.5. **n** *Cilk1*^−/−^ mice show cleft palate (asterisk) at E18.5 with two palatal shelves (PS). **o**–**t** *Cilk1*^−/−^ embryo shows multiple lobules (black arrowheads) in the tongue at E12.5. Scale bars, **a**–**d**: 50 μm, **e**–**l**: 0.25 mm, **m**–**t**: 1 mm

In *Cilk1*^*−/−*^ mice, R2 formation was observed at E14.5 and E16.5. By E14.5, both wild-type and *Cilk1*^*−/−*^ mice had a single molar. However, the *Cilk1*^*−/−*^ molar was significantly smaller (Fig. 1e–h). At E16.5, two molars were visible in wild-type mice, whereas *Cilk1*^*−/−*^ mice exhibited an abnormally smaller mesial molar, indicative of R2 formation (Fig. 1i–l). This aberrant tooth patterning was observed in 100% of *Cilk1*^*−/−*^ mice in both the maxilla and mandible. In frontal sections of wild-type mice, R2 regressed, and M1 consistently reached more advanced developmental stages than M2 at corresponding time points. In contrast, in *Cilk1*^*−/−*^ mice, R2 survived and progressed earlier than M1 (Supplementary Fig. S2a–f”).

Additional craniofacial abnormalities, including cleft palate and lobulated tongue, were detected in *Cilk1*^*−/−*^ mice (Fig. 1m–t), consistent with previous reports.^42^ These defects were observed in 100% of *Cilk1*^*−/−*^ mice, reinforcing the role of Cilk1 in craniofacial and tooth development.

Due to perinatal lethality, the final tooth pattern was assessed at postnatal day 0 (PN 0) (Fig. 2a–d). At this stage, R2 was retained in both the maxilla and mandible of *Cilk1*^*−/−*^ mice, as confirmed by micro-CT images. Sagittal and occlusal sections revealed that R2 was smaller than M1, indicating an altered developmental trajectory. In frontal sections of molars at E15.5 and PN 0, the dental epithelium of R2 in *Cilk1*^*−/−*^ mice differed from M1 in wild-type mice (Fig. 3a–d, Supplementary Fig. S2g−j). Notably, a thickened dental lamina was observed in mandibular R2 (Supplementary Fig. S2j). Ameloblasts and odontoblasts were well observed in both *Cilk1*^−/−^ and wild-type mice (Supplementary Fig. S2k, l).

**Fig. 2:**
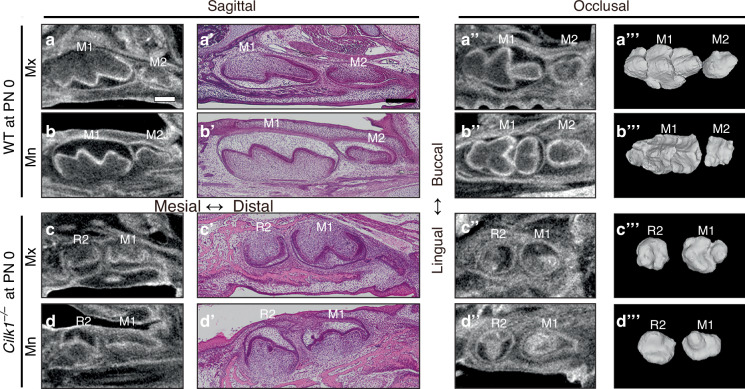
Diastemal supernumerary teeth in *Cilk1*^−/−^ mice. **a**–**d** Micro-computed tomography (micro-CT) sections, histologic images, and 3-dimensional reconstructed tooth germs at PN 0. First molar (M1) is larger than second molar (M2) in wild-type mice in both maxilla (**a**–**a”’**) and mandible (**b**–**b”’**). A smaller-sized diastemal supernumerary tooth (R2) is observed on the mesial side of M1 in *Cilk1*^*−/−*^ mice in both maxilla (**c**–**c”’**) and mandible (**d**–**d”’**). Scale bars, **a**–**d**, **a’**–**d’**: 0.25 mm

**Fig. 3:**
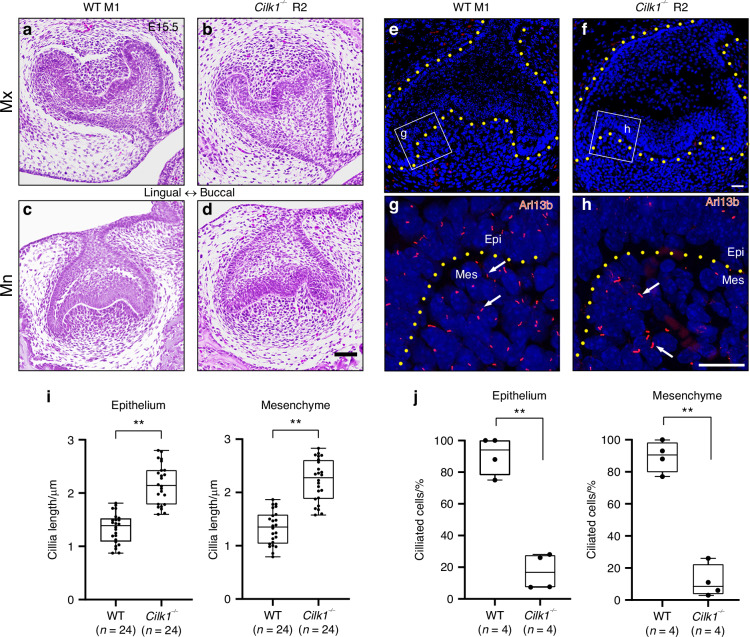
Alterations in primary cilia and gene expression in developing molars in *Cilk1*^−/−^ mice. **a**–**d** Frontal histologic sections of first molar (M1) of wild-type (WT) and diastemal supernumerary tooth (R2) of *Cilk1*^−/−^ mice at E15.5. The dental epithelium of *Cilk1*^−/−^ mice is different in shape from that of wild-type mice. **e**–**h** Immunohistochemistry of Arl13b in tooth germs at the cap stage. Arl13b highlights the cilia (white arrows) in the dental epithelium (Epi) and mesenchyme (Mes) of wild-type and *Cilk1*^−/−^ tooth germs at E15.5. DAPI was used for counterstaining. **i**, **j** Quantification of ciliary length and ciliated cell percentages in the dental epithelium and mesenchyme of wild-type M1 and *Cilk1*^−/−^ R2. Primary cilia are significantly elongated in both the dental epithelium and mesenchyme of R2 (**i**). Percentage of ciliated cells in dental epithelium and mesenchyme is significantly decreased in R2 of *Cilk1*^−/−^ mice (**j**). Scale bars: **a**–**d**: 500 μm, **e**–**h**: 20 μm. **P < 0.01

### *Cilk1* loss increases primary cilia length and reduces Hh signaling activity

The length of primary cilia and Hh signaling activity were significantly altered in the developing tooth germ of *Cilk1*^*−/−*^ mice. To determine whether the observed changes in tooth pattern were associated with numerical and morphological alterations in primary cilia, we quantified cilia frequency and length in frontal sections of developing molars at E15.5.

Immunohistochemistry staining using Arl13b, a specific ciliary marker, confirmed the presence of primary cilia in the majority of cells within both dental epithelium and mesenchyme (Fig. 3g), consistent with previous findings.^43^ In *Cilk1*^*−/−*^ mice, primary cilia were significantly elongated, whereas their overall frequency was markedly reduced in both epithelial and mesenchymal cells (Fig. 3i, j). These findings indicate that Cilk1 plays a critical role in regulating both ciliary length and frequency during tooth development.

### Mesenchymal *Cilk1* is essential for tooth patterning

To determine whether primary cilia in the epithelium or mesenchyme are critical for tooth patterning, we generated tissue-specific *Cilk1*^*−/−*^ mice (Fig. 4).

**Fig. 4:**
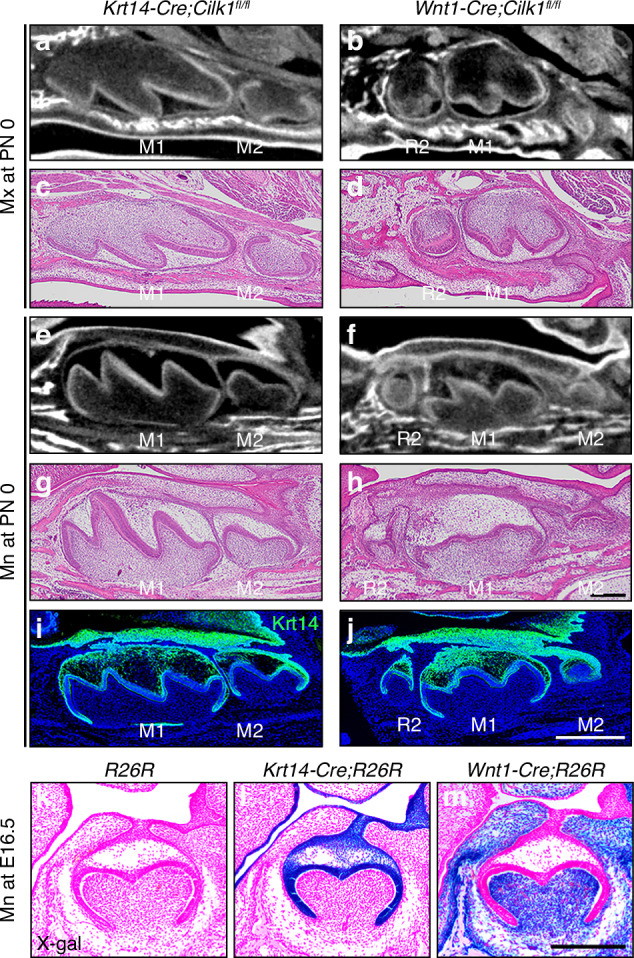
Loss of *Cilk1* in mesenchyme leads to changes in tooth pattern. **a**–**j** Sagittal sections of the maxilla (Mx) and mandible (Mn)of *Krt14-Cre;Cilk1*^fl/fl^ and *Wnt1-Cre;Cilk1*^fl/fl^ mice at PN 0. *Krt14-Cre;Cilk1*^fl/fl^ shows a normal tooth pattern with first molar (M1) and second molar (M2). *Wnt1-Cre;Cilk1*^fl/fl^ shows smaller diastemal supernumerary tooth (R2), M1 and M2. **i**, **j** R2 is clearly observed in *Wnt1-Cre;Cilk1*^fl/fl^ mice by the immunofluorescent staining against Krt14. DAPI was used for counterstaining. At E16.5, X-gal–positive cells were absent in R26R control mice (**k**), present in the oral and dental epithelium of *Krt14-Cre*;R26R mice (**l**) and observed in the oral and dental mesenchyme of *Wnt1-Cre*;R26R mice (**m**) confirming tissue-specific Cre recombinase activity. Scale bars: **a**–**h**: 250 μm, **i**, **j**: 500 μm, **k**–**m**: 200 μm

First, *Krt14-Cre;Cilk1*^fl/fl^ mice, which lack *Cilk1* in the epithelium, exhibited no apparent phenotypic changes in either gross morphology or tooth patterning at PN 0 (Fig. 4a, c, e, g, i). In contrast, *Wnt1-Cre;Cilk1*^fl/fl^ mice, in which *Cilk1* is deleted in cranial neural crest-derived mesenchyme, developed R2 in both the maxilla and mandible (Fig. 4b, d, f, h, j). Interestingly, M2 development was observed in *Wnt1-Cre;Cilk1*^fl/fl^ mice at PN 0; however, M3, which develops from PN 4 in wild-type mice, could not be assessed due to perinatal lethality. Immunostaining with anti-Krt14 antibody further confirmed the presence of R2 in *Wnt1-Cre;Cilk1*^fl/fl^ mice (Fig. 4j).

The tissue-specific gene knockout efficiency of *Krt14-Cre* and *Wnt1-Cre* transgenic mice has been well characterized in previous studies. The *Wnt1-Cre* line has been shown to activate Cre recombinase in approximately 96% of neural crest cell lineages, including both premigratory and migratory populations.^44^ Similarly, the *Krt14-Cre* line has been reported to mediate gene deletion in nearly all keratinocytes of the skin and oral epithelium.^45,46^ To confirm tissue-specific Cre recombinase activity in this study, X-gal staining was performed at E16.5 in *Krt14-Cre*;R26R and *Wnt1-Cre*;R26R embryos (Fig. 4k–m). In *Krt14-Cre*;R26R mice, X-gal–positive cells were detected in the oral and dental epithelium, whereas in *Wnt1-Cre*;R26R mice, X-gal–positive cells were observed in the oral and dental mesenchyme. These patterns confirm epithelial- and mesenchymal-specific Cre activity in the respective transgenic mouse lines. PCR analysis was also performed using epithelial tissues isolated from the tongue and palate of *Krt14-Cre;Cilk1*^fl/fl^ mice at PN 3, confirming that exon 6 of *Cilk1* was efficiently and completely deleted in the oral epithelium by *Krt14-Cre*–mediated recombination (Supplementary Fig. S3a–c). Additionally, while *Krt14-Cre;Cilk1*^fl/fl^ mice were viable beyond birth, *Wnt1-Cre;Cilk1*^fl/fl^ mice exhibited cleft palate, lobulated tongue, and perinatal lethality (Fig. 6d). These findings strongly indicate that mesenchymal primary cilia play a critical role in tooth patterning.

### *Cilk1*^−/−^ tooth germs form calcified teeth

The *Cilk1*^*−/−*^ mice exhibit perinatal lethality, preventing the assessment of the final tooth pattern and dental hard tissue formation. To investigate the role of Cilk1 in the later stages of tooth development, mandibular molars at the cap stage were isolated from both wild-type and *Cilk1*^*−/−*^ embryos at E14.5 and transplanted under the renal capsule of adult wild-type mice. After 4 weeks, fully calcified teeth developed from the transplanted tooth germs of both wild-type and *Cilk1*^*−/−*^ mice (Fig. 5a–j).

**Fig. 5:**
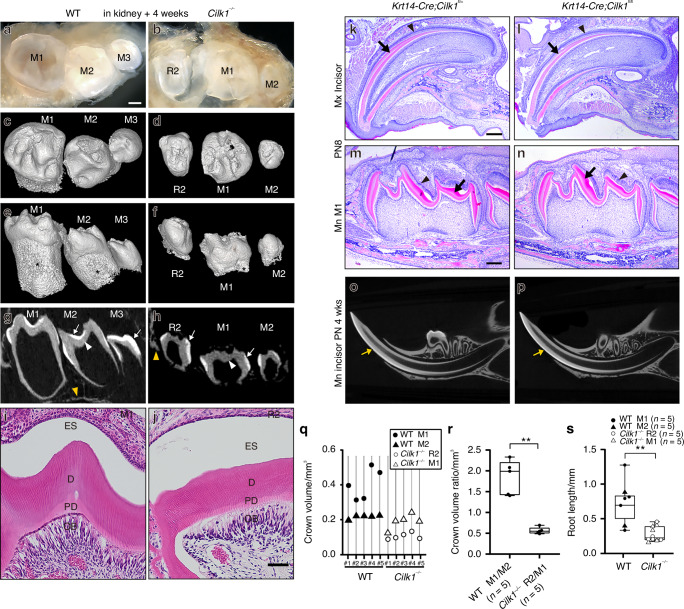
*Cilk1*-deficient tooth germs form fully calcified teeth. **a**, **b** Fully calcified teeth formed from mandibular E14.5 developing molars of wild-type (WT) and *Cilk1*^−/−^ mice within the renal subcapsular layer over a 4-week period. **c**, **d** Micro-CT reconstructions showing distinct differences in tooth pattern between wild-type and *Cilk1*^*−/−*^ mice. In wild-type samples, tooth size progressively decreases from left to right, whereas in *Cilk1*^*−/−*^ calcified teeth, the central tooth is the largest. Wild-type samples show the first, second, and third molars (M1, M2, M3) from left to right, whereas *Cilk1*^*−/−*^ samples show the diastemal supernumerary tooth (R2), M1, and M2. **e**, **f** Comparative images showing that root (asterisks) length appears shorter in *Cilk1*^*−/−*^ calcified teeth than in wild-type teeth. **g**, **h** Micro-CT sections demonstrating well-formed enamel (white arrows), dentin (white arrowheads), and surrounding bone (yellow arrowheads) in both wild-type and *Cilk1*^*−/−*^ teeth. **i**, **j** Histological analysis confirming the presence of enamel space (ES), dentin (D), dentinal tubules, predentin (PD), and odontoblasts (OB) in both genotypes. **k**–**p** Representative images of *Krt14-Cre;Cilk1*^fl/fl^ mice at PN 8 and PN 4 weeks, showing organic enamel (black arrows) and secretory ameloblasts (black arrowheads) at PN 8 and fully mineralized enamel (yellow arrows) at PN 4 weeks, similar to *Krt14-Cre;Cilk1*^fl/+^ mice. **q** Crown volume measurements of calcified teeth indicate that the central tooth in *Cilk1*^*−/−*^ teeth is the largest, supporting the identification of the left tooth as R2. **r** The relative crown volume of R2 to M1 (R2/M1 ratio) in *Cilk1*^*−/−*^ teeth is significantly smaller than the M1 to M2 volume ratio (M1/M2) in wild-type teeth. **s** Root length is shorter in *Cilk1*^*−/−*^ teeth compared to wild-type controls. Scale bars: **a**–**h**: 250 μm, **i**, **j**: 50 μm, **k**, **l**: 300 μm, **m**, **n**: 200 μm. **P < 0.01

First, the final tooth pattern differed between wild-type and *Cilk1*^*−/−*^ calcified teeth. In wild-type samples, tooth size progressively decreased from left to right (Fig. 5a, c), whereas in *Cilk1*^*−/−*^ calcified teeth, the central tooth was the largest (Fig. 5b, d). Crown volume measurements further confirmed that, in all *Cilk1*^*−/−*^ samples, the left tooth was consistently smaller than the central tooth (Fig. 5q), supporting the identification of the left tooth as R2. Moreover, the relative crown volume of R2 to M1 (R2/M1 ratio) in *Cilk1*^*−/−*^ teeth was significantly smaller than the M1 to M2 volume ratio (M1/M2) observed in wild-type samples (Fig. 5r). This *Cilk1*^*−/−*^ tooth pattern is consistent with tooth patterns detected in *Cilk1*^*−/−*^ embryos at E16.5 and PN 0 (Figs. 1j, l and 2c, d) and mirrors the tooth pattern with R2 observed in many mutant mice.^12,47,48^ These findings indicate that R2 in *Cilk1*^*−/−*^ embryos was retained and successfully developed into calcified teeth.

Second, dental hard tissue formation was unaffected by *Cilk1* deletion, though root length was shorter in *Cilk1*^*−/−*^ teeth compared to wild-type (Fig. 5f, h, s). Micro-CT analyses revealed well-formed enamel, dentin, and surrounding bone in all teeth derived from both wild-type and *Cilk1*^*−/−*^ tooth germs (Fig. 5g, h). Histological examination further confirmed the presence of dentinal tubules, pre-dentin, and odontoblasts in both wild-type and *Cilk1*^*−/−*^ teeth (Fig. 5i, j). These results suggest that Cilk1 is not required for the formation of enamel and dentin, implying that ameloblasts and odontoblasts can differentiate and function in the absence of *Cilk1*. Consistent with these results, *Krt14-Cre;Cilk1*^fl/fl^ mice exhibited ameloblasts, odontoblasts, enamel, and dentin at PN 8 and mineralized enamel and dentin by PN 4 weeks, mirroring the normal mineralization process observed in wild-type mice (Fig. 5k–p). These findings indicate that despite *Cilk1* deletion in epithelial cells, the differentiation and functional maturation of ameloblasts proceed normally, highlighting the non-essential role of Cilk1 in enamel formation.

### Tooth patterning is dependent on Hh pathway activity

Previous studies have reported that compound mutant mice, such as *Shh*^*+/−*^;MRCS1^△/△^, *Shh*^*+/−*^;MFCS1^△/△^, and *Shh*^*+/−*^;MFCS4^△/△^, generated by crossing *Shh*^*+/−*^ mice with various *Shh* enhancer-deletion mouse lines, exhibit a more pronounced reduction in Hedgehog signaling activity.^21,49^ In this study, to further investigate the impact of Hh signaling activity on tooth patterning, PCS1–MRCS1^△/△^ mice were crossed with *Cilk1*^*−/−*^ mice to generate *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. In *Cilk1*^*−/−*^ mice, Hh signaling was impaired in Shh-responsive cells, whereas PCS1–MRCS1^△/△^ mice exhibited reduced *Shh* expression within Shh-producing cells due to the deletion of oral-specific Shh enhancers.^12^ In *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, Hh signaling is likely simultaneously compromised in both Shh-responsive and Shh-producing cells (Supplementary Fig. S5).

Similar to *Cilk1*^*−/−*^ mice, *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice exhibited perinatal lethality. Additionally, cleft palate and lobulated tongue were observed in *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, resembling the phenotypes seen in *Wnt1-Cre;Cilk1*^fl/fl^ and *Cilk1*^*−/−*^ mice (Fig. 6a–f).

**Fig. 6:**
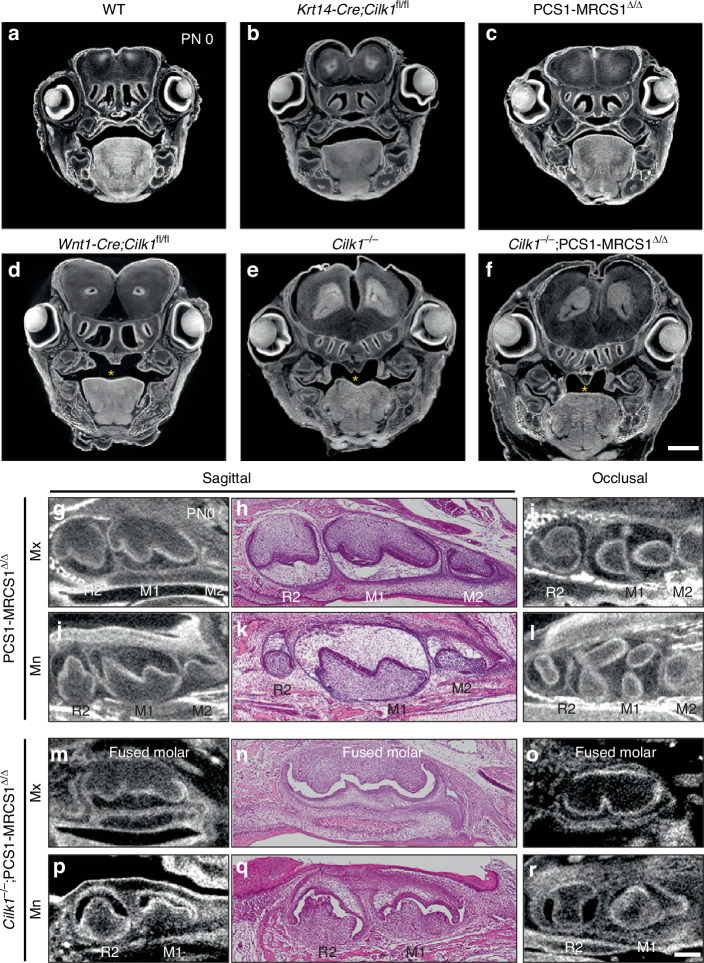
Enlargement of R2 and molar fusion in compound mutant mice. **a**–**f** Frontal sections of the head at eye level in various genotypes at PN 0, showing cleft palate (asterisks) in *Wnt1-Cre;Cilk1*^fl/fl^, *Cilk1*^–/–^ and *Cilk1*^–/–^;PCS1–MRCS1^△/△^ mice. **g**–**r** Micro-CT and histologic images in PCS1–MRCS1^△/△^ and *Cilk1*^*–/–*^;PCS1–MRCS1^△/△^ mice at PN 0. Diastemal supernumerary teeth (R2) are detected in both the maxilla (Mx) and mandible (Mn) of PCS1–MRCS1^△/△^. **m**–**r** *Cilk1*^–/–^;PCS1–MRCS1^△/△^ mice exhibits fused molar in maxilla and R2 and first molar (M1) in mandible

R2 was also observed in both the maxilla and mandible of *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice at PN 0 (Fig. 6g–r). Moreover, molar fusion was detected in the maxilla but not in the mandible of *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice (Fig. 6m–r).

To further investigate the molecular basis of these alterations, RNA-sequencing was performed on maxillary molars at the cap stage, which are crucial stages for tooth pattern formation. 

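Gene expression was measured in maxillary molar tooth germs of wild-type, *Cilk1*-/- and *Cilk1*-/-;PCS1–MRCS1△/△ embryos at E14.5, and the last genotype is called the compound mutant here. Each biological replicate held n = 6, and there were 4 wild-type, 4 *Cilk1*-/- and 3 compound mutant libraries. Poly-A RNA was sequenced, the reads were mapped to mm10 and counted per gene, and the authors calculated FPKM values from the counts and the gene lengths. The deposited values list 16755 genes by symbol on a log2 scale, as log2(value + 1), and the counts are not given, so the depth behind a value is unknown. The genotypes were therefore compared with limma's moderated test in one fit over the 11 libraries, in place of a count model. A gene was called at an adjusted p-value under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low values. The first principal component of all genes held 41.6% of the variance and separated compound mutant replicate 1, at −48.53, from the other libraries, which lay between −6.63 and 11.18. The second component held 21.8% and had compound mutant replicate 3 at −28.90.

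**Figure D1:**
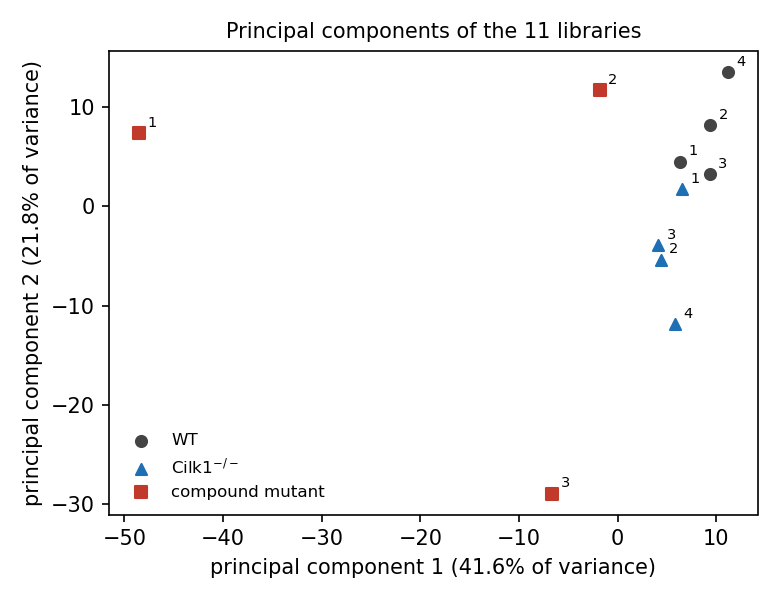
Principal components of the 11 libraries, with component 1 on the horizontal axis and component 2 on the vertical axis. Each point is one library, numbered by its replicate, and compound mutant replicate 1 lies at −48.53 on component 1, apart from the rest.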

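In *Cilk1*-/-, 36 genes were lower and 26 were higher than in wild type at this threshold. Against wild type, 106 genes were lower and 103 were higher in the compound mutant. The same-numbered wild-type and *Cilk1*-/- libraries deviate from their genotype means in opposite directions and are not independent, and adding the replicate number as a block moved each of these counts by over 1.5 times. With that block, 2 genes were lower and 2 were higher in *Cilk1*-/-, and 19 were lower and 7 were higher in the compound mutant. The compound mutant libraries are placed in that block by their numbers alone. With the compound mutant libraries placed in the block of pair 4, an alternative chosen after seeing the data, 0 genes were lower and 0 were higher in the compound mutant, while 112 and 149 passed at an unadjusted p-value under 0.05 and the same fold change. At an unadjusted p-value under 0.05 and the same fold change, 57 genes were lower in *Cilk1*-/- and 158 in the compound mutant without the block, against 59 and 160 with it. The higher genes numbered 69 in *Cilk1*-/- and 341 in the compound mutant without the block, against 64 and 270 with it. The libraries of the 2 genotypes did not overlap for 61 of the 62 genes called in *Cilk1*-/- and for 203 of the 209 called in the compound mutant. Among all genes they did not overlap for 3494 in the first comparison and 3011 in the second, where chance gives 2.86% and 5.71% of the 16755 genes if the libraries are independent. Unchanged libraries were also simulated, with a replicate term removed and the compound mutant libraries placed in pair 4. In these, 12.5% and 16.4% of the genes did not overlap. Of the genes called in *Cilk1*-/-, 41.9% were higher, and 56.9% were when a pseudocount of 0.1 replaced the added 1.

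Among the called genes whose libraries did not overlap, those lowest in *Cilk1*-/- were *Foxf2*, *Hs3st6* and *Ppih*. *Ppih* had a log2 fold change of −0.97 (standard error 0.215, adjusted p = 0.0451, limma). The highest in *Cilk1*-/- were *Cbln4*, *C1qtnf3* and *Fmod*. *Cbln4* rose by a log2 fold change of 1.76 (standard error 0.211, adjusted p = 0.00555, limma), from 0.47 ± 0.318 (SD, n = 4) in wild type to 2.23 ± 0.340 (SD, n = 4). The lowest in the compound mutant were *Rps27rt*, *Afp* and *Foxf2*, and the highest were *Rps27*, *Tubb3* and *Dynlt1f*. The log2 fold changes of *Rps27rt* and *Rps27*, at −2.32 and 3.71, are uncertain because the reads of these near-identical copies could have been split by the authors' counting. With the replicate block, *C1qtnf3* alone of these 6 genes passed in *Cilk1*-/- (adjusted p = 0.0277, limma) and *Foxf2* alone of the 6 in the compound mutant. Between the compound mutant and *Cilk1*-/-, 65 genes were lower and 26 were higher in the compound mutant, and 2 and 0 with the replicate block. At an unadjusted p-value under 0.05 and the same fold change, 125 genes were higher with the block. The lowest called here were *Rps27rt*, *Actc1* and *Acta1*, and the highest were *Rps27*, *Sall1* and *Rps27a*, a gene with similar copies. None of these 6 passed with the block, where their adjusted p ranged from 0.181 to 0.226. The genes named here whose adjusted p was 0.05 or more in at least 9 of the 11 fits that each left out one library were *Rps27rt*, *Rps27* and *Afp* in the compound mutant, and *Rps27rt*, *Rps27*, *Rps27a*, *Acta1* and *Sall1* between the mutants. In *Cilk1*-/- this was so in 7 of the 11 fits for *Ppih* and in 6 each for *Hs3st6* and *Fmod*.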

Differential gene expression analysis based on RNA-sequencing revealed 85 significantly downregulated genes in *Cilk1*^*−/−*^ compared to wild type and 105 in *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. Among these, 43 genes were commonly downregulated in both mutant mice (Fig. 7a, Supplementary Table S2). On the other hand, 41 genes were commonly upregulated in both mutant mice compared to wild-type mice (Fig. 7a, Supplementary Table S1). 

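At the same threshold, 27 genes were lower in both mutants than in wild type, and with the replicate block 2 were, *Cilk1* and *Tspan11*. *Tspan11*, named after its values were seen, had log2 fold changes of −0.66 in *Cilk1*-/- and −0.78 in the compound mutant. Both comparisons use the same wild-type libraries, so some overlap arises with no effect at all. In 100 simulations of unchanged groups, lists of the same sizes shared 6.21 genes on average, with 95% of the simulations between 0 and 29 and a largest value of 36. Across the 16755 genes, which are not independent replicates, the log2 fold changes of the 2 mutants had a Pearson correlation of 0.436 and a Spearman correlation of 0.450, against means of 0.400 and 0.376 in the simulations, 95% of which lay between −0.51 and 0.93 and between −0.40 and 0.91. The overlap and both correlations lie within these ranges. Each simulated library, wild type included, mixed the deviations of all 11 libraries, compound mutant replicate 1 among them. The real wild-type libraries lay close together, at 6.31 to 11.18 on the first principal component, against −48.53 for that replicate. The simulated lists were also taken by rank and had to pass no threshold. The ranges can therefore be too wide, and they cannot decide whether the overlap exceeds chance. When each mutant was compared with a different pair of wild-type libraries, the Pearson correlation was 0.323 on average over 6 choices of the pairs. Of the 43 genes in the paper's Supplementary Table S2, 42 could be matched to the deposited table. All 42 were lower than in wild type in both mutants, and 23 of them passed the threshold in both, or 2 with the replicate block. At an unadjusted p-value under 0.05 and the same fold change, 28 of the 42 passed in both, with the block and without it.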

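For higher expression, 3 genes passed the threshold in both mutants, *Cbln4*, *Dynlt1f* and *Itga11*, the last named after its values were seen. Unchanged groups in the simulations shared 4.71 genes on average, with 95% between 0 and 23.5. With the replicate block 0 genes were called in both, while 10 passed at an unadjusted p-value under 0.05 and the same fold change. *Dynlt1f* is a member of a family of near-identical genes whose reads could have been split. *Itga11* had log2 fold changes of 0.85 in *Cilk1*-/- and 0.69 in the compound mutant (adjusted p = 0.0245 and 0.0377, limma). The 41 genes of the paper's Supplementary Table S1 were all found and all had higher mean values in both mutants than in wild type, and 3 of them passed the threshold in both, or 0 with the replicate block. At an unadjusted p-value under 0.05 and the same fold change, 8 of the 41 passed in both, with the block and without it. Their median value in wild type was 0.76 on the log2 scale, where adding 1 compresses fold changes.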

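The KEGG and Gene Ontology tables were not at hand, so a list of 16 Hh target genes written before the values were examined was tested. It is not independent of the paper, since 6 of its genes, *Ptch1*, *Gli1*, *Hhip*, *Sostdc1*, *Foxf2* and *Foxl1*, are in Supplementary Table S2 and were therefore chosen by the study on these samples. Of the 16 genes, 15 were lower in *Cilk1*-/- than in wild type and 14 were lower in the compound mutant. Their mean log2 fold changes were −0.50 and −0.65 (adjusted p = 1.91e-07 and 1.89e-06, limma's camera with a preset correlation between genes of 0.01, adjusted over 60 tests of 20 lists in 3 comparisons). Both calls held under fry, with adjusted p = 0.00789 and 0.00490, and neither held when camera estimated the correlation, with adjusted p = 0.402 for both. Between the compound mutant and *Cilk1*-/- the mean was −0.15 (adjusted p = 0.172, camera), and 10 of the 16 genes were lower. Without compound mutant replicate 1 the adjusted p of this last comparison was 0.690, and without replicate 2 it was 0.0212. In *Cilk1*-/-, 5 genes of the list had an adjusted p under 0.05 over all genes, and 11 did when adjusted over the list alone. These counts were 8 and 11 in the compound mutant. With the replicate number as a block they were 0 and 11 in *Cilk1*-/-, where 11 genes had an unadjusted p under 0.05, and 5 and 11 in the compound mutant. The 11 genes adjusted over the list alone were all lower in *Cilk1*-/-, with the block and without it, while in the compound mutant 10 were lower and *Ccnd1* was higher (log2 fold change 0.59). Among the 27 genes lower in both mutants, 4 were on the list, *Ptch1*, *Gli1*, *Foxf2* and *Foxl1*, where 0.0258 would be expected among the 16755 listed genes (one-sided Fisher's exact test, p = 9.60e-09). With the replicate block 0 of the 2 genes lower in both were on the list, and at an unadjusted p-value under 0.05 and the same fold change 6 of 43 were.

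All 4 of the genes counted in that test are in Supplementary Table S2. In an alternative chosen after seeing the data, the 6 genes of that table were left out of the list. The other 10 genes had mean log2 fold changes of −0.29 in *Cilk1*-/-, where 9 were lower, and −0.25 in the compound mutant, where 8 were lower (adjusted p = 0.00740 and 0.0767, camera). Their adjusted p was 0.0414 in *Cilk1*-/- and 0.0836 in the compound mutant under fry, 0.672 and 0.685 when camera estimated the correlation, and 0.00320 and 0.0442 in camera with the replicate block. With fry and the block they were 0.179 and 0.283. Between the mutants their mean was 0.0438 (adjusted p = 0.756, camera). Of these 10 genes, 0 were called lower in both mutants, and 1 was at an unadjusted p-value under 0.05 and the same fold change.

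**Figure D2:**
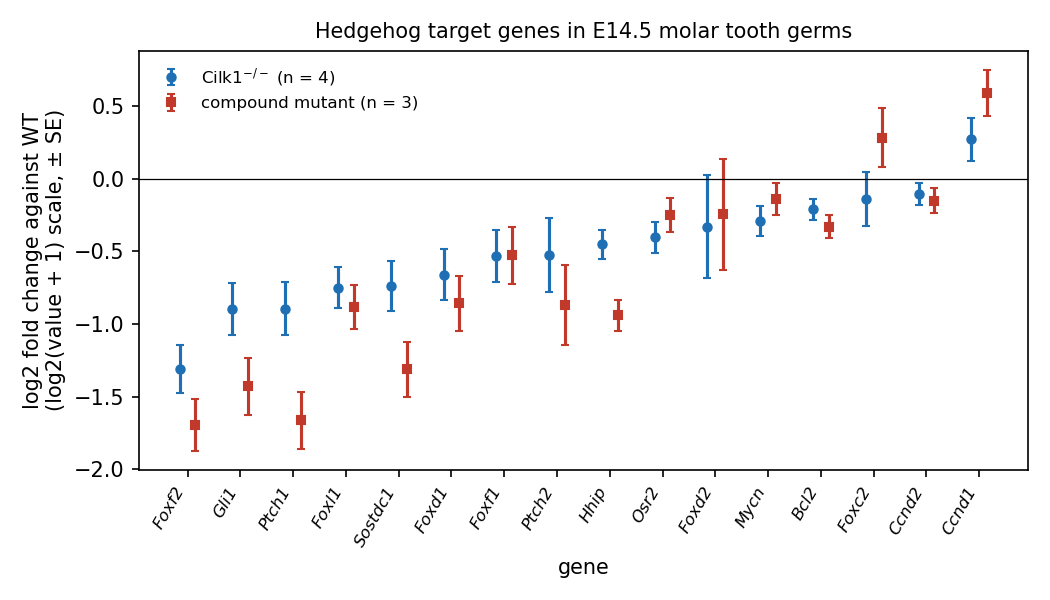
Log2 fold change against wild type of the 16 Hh target genes, one gene per position on the horizontal axis, in *Cilk1*-/- (circles) and the compound mutant (squares), with bars for the standard error. *Ccnd1* lies above 0 in both mutants and *Foxc2* in the compound mutant, and the other genes lie below 0 in both.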

Functional enrichment analysis of the commonly downregulated genes, compared with wild type, identified significant enrichment of the “Hedgehog signaling pathway” in KEGG pathway analysis and “Hedgehog family protein binding” in Gene Ontology molecular functions (Fig. 7b). *Ptch1*, *Gli1*, *Sostdc1*, *Hhip*, and *Foxf2*, which are known targets of the Hedgehog (Hh) signaling pathway, were among the 43 commonly downregulated genes (Supplementary Fig. S4, Supplementary Table S2). 

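*Ptch1* (chromosome 13 of GRCm38, 63508328 to 63573598) had a value of 6.07 ± 0.119 (SD, n = 4) in wild type, 5.18 ± 0.0694 (SD, n = 4) in *Cilk1*-/- and 4.41 ± 0.564 (SD, n = 3) in the compound mutant, on the log2 scale. Its log2 fold change was −0.89 in *Cilk1*-/- (standard error 0.184, adjusted p = 0.0374, limma) and −1.66 in the compound mutant (standard error 0.198, adjusted p = 0.00284). *Gli1* (chromosome 10, 127329882 to 127341974) had log2 fold changes of −0.90 (adjusted p = 0.0343) and −1.43 (adjusted p = 0.00500). *Foxf2* (chromosome 13, 31625816 to 31631403) had log2 fold changes of −1.31 (adjusted p = 0.00712) and −1.69 (adjusted p = 0.00198). *Sostdc1* (chromosome 12, 36314139 to 36318452) fell by 0.74 in *Cilk1*-/-, where its adjusted p of 0.0545 missed the threshold, and its log2 fold change was −1.31 in the compound mutant (adjusted p = 0.00622). *Hhip* (chromosome 8, 79965851 to 80058006) fell by 0.45 in *Cilk1*-/-, less than the fold change of 1.5 asks for on the log2(value + 1) scale (adjusted p = 0.0450), and by 0.94 in the compound mutant (adjusted p = 0.00245). In each of these 5 genes, every library of either mutant was below every wild-type library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 or 3 against 4 libraries allow). That test treats the libraries as independent, and when wild-type and *Cilk1*-/- libraries were swapped only within their 4 pairs, the exact two-sided p in *Cilk1*-/- was 0.125 for each gene, the smallest that 16 swaps allow. With the replicate block no gene of the 5 passed in *Cilk1*-/-, with adjusted p from 0.0846 for *Foxf2* to 0.186 for *Hhip*. All 5 passed in the compound mutant with this block. It ties the compound mutant libraries to pairs 1 to 3 by number alone, although their labels share a set with pair 4. With that set as a term, all but *Foxf2* missed the threshold in the compound mutant (adjusted p from 0.0533 to 0.0882, limma). A fit of only the 2 genotypes compared lost *Ptch1*, *Gli1* and *Sostdc1* there (adjusted p from 0.0512 to 0.0576). With the compound mutant libraries in the block of pair 4, an alternative chosen after seeing the data that leaves 1 wild-type library for a direct comparison, none of the 5 passed in either mutant, with adjusted p from 0.353 for *Foxf2* to 0.470 for *Gli1* in the compound mutant. In simulations of unchanged libraries, a replicate term was removed with the compound mutant libraries placed in pair 4. There, 12.1% of the genes had p under 0.05 in the compound mutant with the replicate block and 5.09% with the block of pair 4. The simulations assumed that placement, so these shares cannot decide between the 2 blocks. Adjusted over these 5 genes alone, which the study chose on these samples and which is therefore not independent evidence, all 5 passed with the block in both mutants, with 0.00348 as the highest value in *Cilk1*-/-. Leaving out single libraries kept all 10 fold changes negative, but *Ptch1*, *Gli1* and *Hhip* each had an adjusted p of 0.05 or more in *Cilk1*-/- in 8 of the 11 such fits.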

Differential gene expression analysis at E14.5 revealed a progressive reduction in their expression levels from *Cilk1*^*−/−*^ mice to *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, compared to wild-type controls (Fig. 7c, Supplementary Table S2). This marked reduction in mRNA expression of key Hh target genes was further validated by qPCR (Fig. 7d). These results suggest that Cilk1 is essential for modulating Hh signaling activity during tooth development and that its absence leads to a downregulation of Hh pathway activity, contributing to the observed alterations in tooth patterning. Additionally, RNA-sequencing analysis also confirmed the deletion of *Cilk1* exon 6 in *Cilk1*^*−/−*^ mice and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice (Supplementary Fig. S6).

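The step from *Cilk1*-/- to the compound mutant was compared directly. *Hhip* fell by 0.49 (standard error 0.107, adjusted p = 0.0405, limma), and with the replicate block its adjusted p was 0.215. Its adjusted p was also 0.05 or more in 9 of the 11 fits that each left out one library. *Ptch1* fell by 0.77 (adjusted p = 0.0606), *Sostdc1* by 0.58 (adjusted p = 0.109), *Gli1* by 0.53 (adjusted p = 0.140) and *Foxf2* by 0.38 (adjusted p = 0.227). Adjusted over these 5 genes alone with the block, limma's adjusted p was 0.0104 for *Ptch1*, *Sostdc1* and *Hhip*, 0.0299 for *Gli1* and 0.0819 for *Foxf2*. The study chose these 5 genes on these samples, so these values are not independent evidence. The block also places the compound mutant libraries by their numbers alone. With those libraries in the block of pair 4, chosen after seeing the data, *Hhip* was at −0.49 and missed the threshold over all genes. For *Ptch1* and *Hhip*, all 3 compound mutant libraries lay below the lowest *Cilk1*-/- library, and for *Gli1*, *Sostdc1* and *Foxf2*, 2 of the 3 did. Compound mutant replicate 1 had the lowest value of all libraries for each of the 5 genes. Against the wild-type mean, this library was also at −0.72 for the dental mesenchyme list, −0.52 for dental epithelium and 2.13 for neurons. A smaller share of tooth tissue in this library and lower Hh signaling cannot be told apart there. Without compound mutant replicate 1, the difference was −0.48 for *Ptch1*, −0.41 for *Hhip*, −0.30 for *Sostdc1*, −0.23 for *Gli1* and −0.14 for *Foxf2*. *Ptch1* passed without compound mutant replicate 3 (adjusted p = 0.00559) and *Sostdc1* without replicate 2 (adjusted p = 0.0421).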

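From the lower expression of these target genes in *Cilk1*-/- and their further reduction in the compound mutant, the paper proposes that Cilk1 is needed to keep Hh signaling active in the developing tooth. It further proposes that the loss of this activity contributes to the changed tooth pattern.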

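*Cilk1*, listed under its older symbol *Ick*, lies on chromosome 9 of GRCm38 from 78109192 to 78172107. In the GENCODE transcript with 14 exons, exon 6 spans 78150529 to 78150661 and is 133 bp long. The deposited table has one value per gene and no reads per exon, so the deletion itself cannot be seen in it. The value of the whole gene was 3.53 ± 0.0751 (SD, n = 4) in wild type, 2.80 ± 0.0661 (SD, n = 4) in *Cilk1*-/- and 2.64 ± 0.0317 (SD, n = 3) in the compound mutant. The log2 fold change was −0.73 in *Cilk1*-/- (standard error 0.0502, adjusted p = 2.24e-04, limma) and −0.89 in the compound mutant (standard error 0.0542, adjusted p = 6.22e-05). Every library labelled as a mutant was below every wild-type library. The mutants differed from each other by −0.16 (adjusted p = 0.125). With the replicate block the adjusted p against wild type was 0.0229 in *Cilk1*-/- and 0.0131 in the compound mutant. With the compound mutant libraries in the block of pair 4, chosen after seeing the data, it was 0.109 in the compound mutant.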

**Fig. 7:**
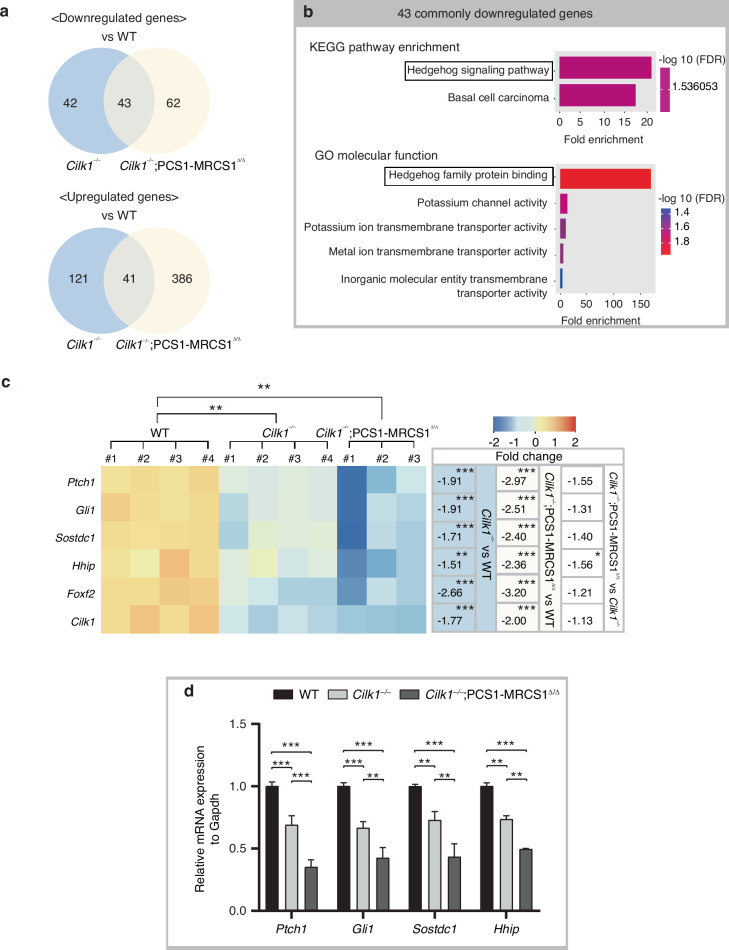
Progressive Hedgehog signaling reduction in mutant mice. **a** Venn diagrams showing the number of differentially expressed genes in *Cilk1*^−/−^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice compared to wild-type (WT) controls at E14.5. Among the significantly downregulated genes, 43 are commonly shared between the two mutant groups. A total of 41 genes are commonly upregulated in both *Cilk1*^−/−^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice compared to WT. **b** Functional enrichment analysis of the 43 commonly downregulated genes showing the significant enrichment of the “Hedgehog signaling pathway” in KEGG and “Hedgehog family protein binding” in Gene Ontology (GO) molecular functions. **c** Heatmaps display the normalized count levels of genes in the *Cilk1*^−/−^, *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ and wild-type maxillary tooth germs from RNA-sequencing. *Cilk1* and Hedgehog targets genes, such as *Gli1*, *Ptch1, Hhip, Foxf2* and *Sostdc1*, are progressively downregulated from WT to *Cilk1*^−/−^ and further in *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. Fold changes are calculated relative to wild-type controls. **d** Quantitative PCR analysis showing reduced expression of Hedgehog pathway target genes in *Cilk1*^−/−^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice compared to WT mice at E14.5. **P < 0.01, ***P < 0.001

To examine the expression patterns of genes involved in the Wnt-Shh-Sostdc1 negative feedback loop, which is known to regulate tooth patterning,^13^ we performed RNA in situ hybridization to detect expression changes in *Lef1, Ptch1*, and *Sostdc1* in sagittal sections of *Cilk1*^*−/−*^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice at E15.5 (Fig. 8a–l). *Ptch1* and *Sostdc1*, key Hh pathway targets, were weakly expressed in the dental epithelium and completely absent in the dental mesenchyme of R2 in *Cilk1*^*−/−*^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, compared to wild-type mice (Fig. 8d–i). Conversely, *Lef1* expression remained similar among wild-type, *Cilk1*^*−/−*^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ tooth germs (Fig. 8j–l). Collectively, these findings suggest that the downregulation of Hh signaling activity is a key driver of R2 formation in *Cilk1*^*−/−*^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice.

**Fig. 8:**
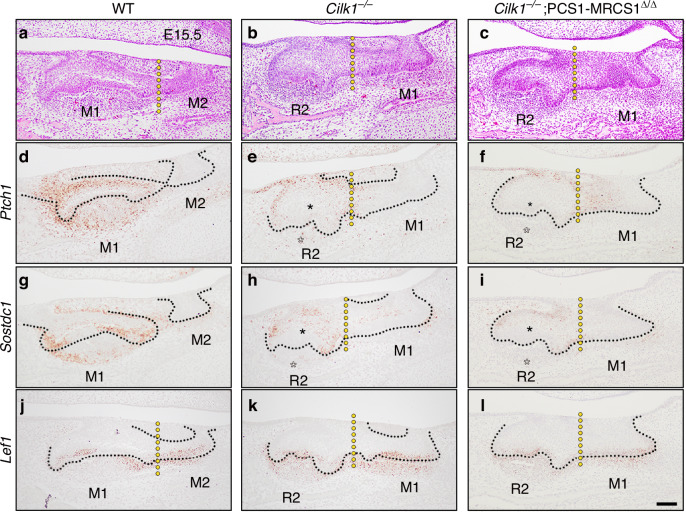
Altered spatial gene expression patterns in tooth germs of *Cilk1* mutant mice. **a**–**c** The sagittal histologic sections of wild-type, *Cilk1*^−/−^, and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. R2 in *Cilk1*^−/−^, and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ is smaller than first molar (M1) in wild-type mice at E15.5. **d**–**l** *Ptch1* and *Sostdc1* expression were observed in the dental epithelium and mesenchyme of the first molar in wild-type mice, but weakened and absent in the dental epithelium (white asterisks) and mesenchyme (black asterisks), respectively, of R2 in *Cilk1*^−/−^ and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. *Lef1* is expressed in all tooth germs and shows non-significant changes between wild-type, *Cilk1*^−/−^, and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. Black dotted lines indicate the boundary between epithelium and mesenchyme. Yellow dotted lines indicate the region between M1 and M2

Quantitative analysis of R2 formation revealed a 41.6% penetrance in the maxillary quadrants and 34.6% in the mandibular quadrants of PCS1–MRCS1^△/△^ mice. In contrast, *Wnt1-Cre;Cilk1*^fl/fl^ mice exhibited an 83.3% penetrance in the maxillary quadrants and 50% in the mandibular quadrants, while *Cilk1*^*−/−*^ mice consistently showed 100% penetrance in both the maxilla and mandibular quadrants. In *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, R2 formation and molar fusion were observed in 54.5% and 45.5% of maxillary quadrants, respectively, while the mandibular phenotype exclusively consisted of R2 formation (100% penetrance) (Fig. 9a, b). These findings indicate that as Hh pathway activity decreases, the frequency of R2 formation and molar fusion increases.

**Fig. 9:**
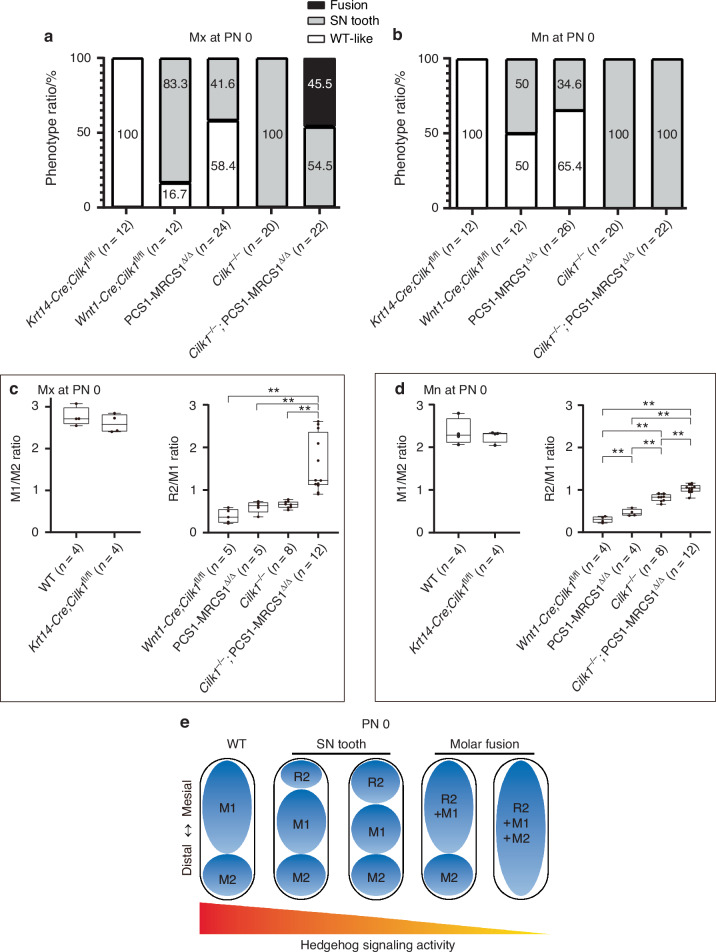
Tooth pattern changes along a gradient of Hedgehog signaling activity. **a**, **b** Quantification of each phenotype penetrance in various genotypes. *Cilk1*^–/–^ mice display 100% penetrance of R2 in both maxilla and mandible. In *Cilk1*^–/–^;PCS1–MRCS1^△/△^ mice, R2 formation and molar fusion are observed in 54.5% and 45.5% of maxilla, respectively, while the mandible exclusively exhibits R2 formation in all cases. While *Krt14-Cre;Cilk1*^fl/fl^ exhibited a WT-like phenotype with no changes in tooth patterning, *Wnt1-Cre;Cilk1*^fl/fl^, PCS1–MRCS1^△/△^, *Cilk1*^–/–^, and *Cilk1*^–/–^;PCS1–MRCS1^△/△^ all displayed patterns of R2 formation. However, a molar fusion phenotype was observed only in the maxilla of *Cilk1*^–/–^;PCS1–MRCS1^△/△^. **c**, **d** Graph showing the relative size of M1 to second molar (M1/M2 ratio) in wild-type and *Krt14-Cre;Cilk1*^fl/fl^ mice and the relative size of R2 to M1 (R2/M1 ratio) in *Wnt1-Cre;Cilk1*^fl/fl^, *Cilk1*^–/–^, and *Cilk1*^–/–^;PCS1–MRCS1^△/△^ mice at PN 0. The size ratio of R2 relative to M1 increases significantly and progressively from *Wnt1-Cre;Cilk1*^fl/fl^ mice to *Cilk1*^*−/−*^ mice, and further to *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. The mandibular R2/M1 ratio in *Cilk1*^–/–^;PCS1–MRCS1^△/△^ mice ranges from 0.90 to 1.16, whereas the maxillary R2/M1 ratio exhibits broader variability, ranging from 0.90 to 2.61. **e** A hypothetical model for tooth pattern formation influenced by Hh signaling: exploring how R2 and M1 interact. **P < 0.01

Furthermore, as Hh pathway activity decreased, the relative size of R2 to M1 (R2/M1 ratio) progressively increased. The R2/M1 ratio significantly increased across *Wnt1-Cre;Cilk1*^fl/fl^ mice, *Cilk1*^*−/−*^ mice, and *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice. In the mandible of *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, the R2/M1 ratio ranged from 0.90 to 1.16 (Fig. 9d), and the R2/M1 ratio in the maxilla of *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice varied widely between 0.90 and 2.61 (Fig. 9c), suggesting that as Hh signaling activity decreases, R2 becomes increasingly larger relative to M1. Notably, R2 exceeded the size of M1 at low levels of Hh activity, indicating a gradient-dependent relationship between Hh pathway suppression and tooth patterning abnormalities.

## Discussion

### Cilk1 and craniofacial development

The significance of primary cilia in craniofacial development is well established, as mutations in primary cilia-related genes in both humans and mice frequently result in cleft lip, cleft palate, oligodontia, or supernumerary teeth. In humans, mutations in *EVC*, *EVC2*, *IFT88*, *KIF3A*, *OFD1*, and *IFT121* have been implicated in these craniofacial defects.^50–55^ Similarly, in mice, deletions of *Evc*, *Evc2*, *Fuz*, *Ift88*, or *Kif3a* frequently cause a combination of cleft palate, tongue agenesis, mandibular hypoplasia, and R2 formation.^47,48,56–60^ While cleft palate and lobulated tongue had previously been reported in *Cilk1*-deficient mice,^42^ the present study provides the first evidence of R2 formation in this mutant. Additionally, R2 was observed in *Wnt1-Cre;Ift88*^fl/fl^ and *Wnt1-Cre;Kif3a*^fl/fl^ mice, whereas *Krt5-Cre;Ift88*^fl/fl^ mice exhibited no changes in tooth patterning.^48,61^ These findings, together with our results of R2 formation in *Wnt1-Cre;Cilk1*^fl/fl^ but not in *Krt14-Cre;Cilk1*^fl/fl^ mice, further indicate that mesenchymal primary cilia play a critical role in tooth patterning.

### Cilk1 and the role of primary cilia in tooth development

Molar tooth germ of *Cilk1*^*−/−*^ mice, when transplanted into the subcapsular layer of the kidney, formed the calcified teeth and surrounding bone at 4 weeks after transplantation. These *Cilk1*-deficient teeth showed significantly shorter root length compared to wild-type teeth. This is consistent with previous results that *Ift80*, or *Ift140*-deficient mice, which also have defects in primary cilia, show significantly short roots,^62,63^ suggesting an important role of primary cilia in tooth root growth.

The importance of primary cilia in dental hard tissue formation has been previously reported. Tooth germs from *Wnt1-Cre;Kif3a*^fl/fl^ mice, when transplanted into the kidney capsule, demonstrated the formation of odontoblasts, but with significantly thinner dentin and no enamel,^64^ and *Ift80*, *Ift88*, or *Ift140*-deficient mice showed thin dentin or enamel formation.^61–63^ Our findings in the present study contrast with observations from previous studies. Enamel, dentinal tubules, pre-dentin, dentin, surrounding bone, and odontoblasts in dental pulp were observed in these *Cilk1*^*−/−*^ teeth. Additionally, *Krt14-Cre;Cilk1*^fl/fl^ mice exhibited calcified teeth without any phenotypic changes. These findings suggest that *Cilk1* might not be essential for ameloblasts and odontoblasts differentiation and their hard tissue formation. However, analyzing the shape of the crown and root, as well as the volume of hard tissue, in teeth developed through culture in the kidney is challenging due to spatial constraints within the renal capsule. Therefore, the precise role of *Cilk1* in hard tissue formation should be further investigated.

### Cilk1, Hh signaling, and tooth patterning

Mutations in primary cilia-related genes often result in similar phenotypic alterations due to their central role in Hh signaling.^3,4,60,64,65^ Prior studies have established a strong correlation between Cilk1 and Hh signaling in various organs, including the central nervous system, smooth muscle patterning, and palatal fusion.^28,66,67^ The present study extends this correlation to tooth development by demonstrating a significant reduction in Hh signaling activity in *Cilk1*-deficient tooth germs.

Different tooth patterns arise depending on Hh signaling activity. For example, PCS1–MRCS1^△/△^ mice and MRCS1^△/△^;MFCS4^△/△^ mice, in which *Shh* enhancers were removed, develop R2.^12,21^ In contrast, *Krt14-Cre;Shh*^fl/−^ and *Krt14-Cre;Smo*^fl/fl^ mice exhibit molar fusion.^22,23^ Furthermore, inhibition of Hh signaling through anti-Shh antibodies or Hh pathway inhibitors has been shown to induce supernumerary tooth formation and molar fusion.^13,26^

Phenotypic alterations in tooth pattern can emerge or become more pronounced in compound mutant mice carrying mutations in two different genetic backgrounds. For instance, *Sostdc1*^*+/−*^*;Shh*^*+/−*^ mice, generated by crossing *Sostdc1*^*+/−*^ and *Shh*^*+/−*^ mice with normal tooth patterns, exhibited R2.^14^ Additionally, *Wnt10a*^*+/−*^ and *Wnt10b*^*−/−*^ mice exhibit a normal tooth pattern, and *Wnt10a*^*+/−*^*;Wnt10b*^*−/−*^ mice develop R2.^68^ However, it has remained unclear whether molar fusion can be induced in compound mutant mice combining different mutational backgrounds, all of which have R2. In this study, we demonstrated that *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice developed fused molars in the maxilla. This synergistic effect is due to the simultaneous suppression of Hh signaling in both Shh-producing and Shh-responsive cells (Supplementary Fig. S6). The progressive suppression of Hh signaling from wild-type to *Cilk1*^*−/−*^ mice and further to *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice was validated by differential gene expression analyses, including RNA-sequencing and quantitative PCR. These findings strongly suggest that R2 formation and molar fusion occur progressively as Hh signaling activity declines.

Our study revealed distinct differences in susceptibility to R2 formation and molar fusion between the maxilla and mandible. R2 formation was more prevalent in the maxilla than in the mandible of *Wnt1-Cre;Cilk1*^fl/fl^ and PCS1–MRCS1^△/△^ mice. In contrast, a previous study reported a higher prevalence of R2 in the mandibular quadrants (92%) compared to the maxillary quadrants (58%) in MRCS1^△/△^;*Shh*^+/−^ mice, which lack a distinct *Shh* enhancer.^21^ A similar discrepancy has been documented in *Spry2* and *Spry4* mutant mice, which are negative regulators of the FGF signaling pathway. Among 55 *Spry2*^−/−^ mice analyzed, 97% exhibited R2 formation in the mandible, whereas fewer than 5% showed R2 in the maxilla. In contrast, *Spry4*^−/−^ mice showed R2 formation in 17% of maxillary and only 3% of mandibular quadrants.^69,70^ These findings underscore the need for further systematic investigations into the frequency and distribution of R2 formation across jaw regions. Additionally, in *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, molar fusion was exclusively observed in the maxilla, consistent with findings in *Evc* and *Evc2*-deficient mice. *Evc-*deficient mice exhibit molar fusion with a penetrance of 100% in the maxilla but only 17% in the mandible.^58^ Similarly, *Evc2* deficiency results in molar fusion restricted to the maxilla, while only R2 formation develops in the mandible.^60^ Comparable jaw-specific differences have also been reported in *Sostdc1*^−/−^ mice. *Sostdc1* encodes a Wnt signaling inhibitor and is a downstream target of the Hedgehog pathway. In *Sostdc1*^−/−^ mice, molar fusion occurs exclusively in the maxilla without accompanying R2, whereas in the mandible, R2 formation is significantly more frequent than molar fusion.^71,72^ The mechanisms underlying these regional differences are unknown but may be related to gene expression and signaling differences between the maxilla and mandible. One plausible explanation for the consistent maxilla-specific occurrence of molar fusion involves differential expression of Wnt inhibitors. Previous study has shown that the Wnt antagonists *Dkk2* and *Wif1* are expressed at significantly higher levels in the mandibular molar mesenchyme compared to the maxillary counterpart in wild-type embryos.^73^ It was proposed that these elevated levels may contribute to the more pronounced mandibular dental defects observed in *Wnt1-Cre;Bmp4*^fl/fl^ mice. By extension, in *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ and *Sostdc1*^*−/−*^ mice, the mandibular enrichment of alternative Wnt inhibitors such as *Dkk2* and *Wif1* may partially compensate for the loss of *Sostdc1*, thereby reducing the likelihood of molar fusion in the mandible.

### Progressive enlargement of diastemal supernumerary tooth under Hh signaling suppression

Diverse tooth patterns have been reported in many mutant mice, but understanding the mechanism of tooth patterning with significantly reduced Hh or Wnt signaling activity remains challenging. For example, both *Gas1*^*+/–*^ mice and *Shh*^*GFP/+*^ mice develop a normal tooth pattern, while approximately 80% of *Gas1*^*–/–*^ mice exhibit R2. Surprisingly, the penetrance of R2 formation decreases to 38% in *Gas1*^*–/–*^;*Shh*^*GFP/+*^ mice.^20^ Similarly, both *Wnt10a*^*+/−*^ and *Wnt10b*^*−/−*^ mice have a normal tooth pattern, whereas 80% of *Wnt10a*^*+/−*^;*Wnt10b*^*−/−*^ mice develop R2. Remarkably, once more, *Wnt10a*^−/−^;*Wnt10b*^−/−^ mice, despite displaying significantly smaller molars, maxilla, mandible, and body length, exhibit a normal-like tooth pattern. Since *Wnt10a*^−/−^;*Wnt10b*^−/−^ mice retain three molars per jaw quadrant, with the most mesial molar notably larger than the next molar, their tooth pattern was classified as lacking R2.^68^

Comparable patterns were observed in this study. *Wnt1-Cre;Cilk1*^fl/fl^, PCS1–MRCS1^△/△^, and *Cilk1*^*−/−*^ mice exhibited R2, which were consistently smaller than M1 within the same quadrant. However, in *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, the R2 was equal to or larger than M1. The size ratio of R2 relative to M1 increased significantly and progressively from *Wnt1-Cre;Cilk1*^fl/fl^ mice to *Cilk1*^*−/−*^ mice, and further to *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice.

These findings suggest that a reduction in Hh signaling activity promotes R2 formation and progressively increases the relative size of R2. Under conditions of markedly diminished Hh signaling, R2 may exceed the size of M1. Reanalyzing results from *Gas1*^–/–^;*Shh*^GFP/+^ mice and *Wnt10a*^*−/−*^;*Wnt10b*^*−/−*^ mice, the most mesial molar in each quadrant is likely an R2 rather than M1. Moreover, the normal-like tooth pattern observed in these mice should not be interpreted as a rescued phenotype, but rather as an exacerbated phenotype.

### A progressive model from diastemal supernumerary tooth to molar fusion

In this study, we identified a unique tooth pattern characterized by R2 enlargement. In some *Cilk1*^*−/−*^;PCS1–MRCS1^△/△^ mice, the R2 in the maxilla was approximately 2.5 times larger than M1 and comparable in size to the fused molar. These findings suggest that extreme enlargement of R2 may serve as a precursor to molar fusion. We propose a progressive model in which the R2 retains, enlarges, and subsequently fuses with M1 as Hh signaling activity declines.

This progressive model can be analyzed by the Wnt-Shh-Sostdc1 negative feedback loop, which is the previously suggested mechanism for tooth pattern formation.^12–14^ In wild-type mice, the R2 present at E13 degenerates due to inhibitors (Sostdc1) secreted by M1, resulting in the three-molar pattern. However, in mice with diminished Hh signaling, the R2 retains rather than regressing, as the reduced activity of mediators (Shh signaling) in M1 leads to lower inhibitor levels. As Shh signaling activity continues to decline, the mutual inhibitory effects between developing R2 and M1 weaken, allowing the R2 to expand. With further Hh pathway suppression, inhibitors are lost in all molars, leading to a blurred boundary between adjacent molars and eventual molar fusion (Fig. 9e). A broader spectrum of tooth pattern diversity in other signaling pathways, in addition to the Hh pathway, will provide further support for the progressive model.

Collectively, our findings highlight the critical role of Cilk1 in primary cilia function and the importance of Hh signaling during tooth development. We uncover a new insight into tooth patterning dynamics: R2 can be larger than M1. Furthermore, we propose a progressive model where R2 formation, R2 enlargement, and ultimately tooth fusion occur sequentially in response to the degree of Hh pathway suppression.

## Materials and methods

### Animals

All animal experiments were performed under approved protocols of Yonsei University Health System Institutional Animal Care and Use Committee (YUHS-IACUC). All mice used in this study were euthanized via CO_2_ exposure at selected embryonic and postnatal days. A mix of males and females was assigned without considering the sex, and at least one individual from each sex was included in each group after screening for the genotype with PCR. All mice were maintained in the C57BL/6 background. PCS1–MRCS1^△/△^ mice with a deletion of a 70 kb region from PCS1 to MRCS1 were previously described.^12^ *Cilk1*^*−/−*^, *Cilk1*^fl/fl^, *Wnt1-Cre*, and *Krt14-Cre* mice were described previously.^22,28,42,66,74,75^ In brief, *Cilk1*^fl/fl^ mice were generated by crossing *Cilk1*^*tm1a(KOMP)Mbp*^ mice with Rosa26-FLP1 mice, which express FLP1 recombinase under the control of Rosa26. To generate *Cilk1*^−/−^ mice, *Cilk1*^fl/fl^ mice were crossed with *EIIa-Cre* transgenic mice, enabling Cre-mediated deletion of *Cilk1* exon 6 in germ cells. *Cilk1*^–/–^ mice were subsequently crossed with PCS1–MRCS1^△/△^ mice to generate *Cilk1*^–/–^;PCS1–MRCS1^△/△^ mice. For tissue-specific deletion, *Cilk1*^fl/fl^ mice were crossed with *Krt14-Cre* and *Wnt1-Cre* transgenic mice to obtain epithelial- and mesenchyme-specific *Cilk1* knockout mice, respectively (Supplementary Fig. S8).

### Section in situ hybridization

Heads were dissected from wild-type mouse embryos at E13, E14, E15.5, and E16.5 on cold DEPC-PBS and fixed with 4% PFA in DEPC-PBS overnight at 4 °C with rocking. After being rinsed in DEPC-PBS, the samples were decalcified for 3 h at 4 °C using 10% EDTA in DEPC-PBS. Decalcified samples were washed with DEPC-PBS, followed by a saline wash. Samples were dehydrated with a graded ethanol series. Embryo samples were embedded in paraffin and sectioned at 5 µm thickness. Advanced Cell Diagnostics (Newark, USA) designed and manufactured antisense Cilk1 RNA probes. The RNAscope® 2.5 High Definition (HD) assay-brown (Advanced Cell Diagnostics) was used for in situ hybridization in accordance with the manufacturer’s instructions for 322452 (FFPE sample preparation and pretreatment) and 322310 (RNAscope® 2.5 HD Detection Reagent-brown). Mm-Cilk1 (1177181, targeting NM_001163780.1, nucleotide 1358-2353), Mm-Ptch1 (402811, targeting NM_008957.2, nucleotide 2260-3220), Mm-Sostdc1 (313151, targeting NM_025312.3, nucleotide 22-1385), Mm-Lef1 (441861, targeting NM_175263.4, nucleotide 406-1623) RNA probes were used.

### Histological and immunohistochemistry staining

Heads were fixed with 4% PFA at 4 °C for 24 h and decalcified in 10% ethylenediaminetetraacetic acid (EDTA) at 4 °C for 24 h. The tissues were then dehydrated through a graded ethanol series, embedded in paraffin, and sectioned at 5 or 7 µm thickness. For histological analysis, sections were stained with hematoxylin and eosin using standard protocols. For immunohistochemistry staining, sections underwent antigen retrieval by incubation in citrate buffer (pH 6.0) at 90 °C for 1 h, followed by blocking with 5% bovine serum albumin (BSA) in phosphate-buffered saline with Tween 20 (PBST) at room temperature for 40 min. Sections for primary cilia staining were incubated overnight at 4 °C with Arl13b antibody.^76^ Sections for epithelial staining were incubated overnight at 4 °C with a primary anti-cytokeratin 14 antibody (1:200, LS-B8270, LSBio), washed with PBST, and then incubated for 1 h at room temperature with an Alexa Fluor-conjugated secondary antibody (1:200, Invitrogen). Following antibody incubation, sections were washed and counterstained with DAPI (6-diamidino-2-phenylindole, Sigma) to visualize the nuclei. Images were captured using a fluorescence microscope (Leica Microsystem) or a Zeiss LSM 900 confocal microscope. The ciliary length (*n* = 24 per group) was measured using the Zeiss Zen 3.3 (blue edition) program in a single plane (7 µm thickness) of confocal microscopy Z-stack images. The percentage of ciliated cells was determined by counting DAPI-positive nuclei and Arl13b-positive primary cilia in sections (*n* = 4 per group).

### Single-cell RNA-sequencing analysis

The scRNA-seq datasets for E14.5 and E16.5 mouse mandibular molars were processed, analyzed, and visualized using publicly available Gene Expression Omnibus data (GSE189381 and GSE162413).^40,41^ We imported the pre-processed count matrices into the Biomage (https://biomage.net/)-hosted instance of Trailmaker^®^ (https://app.trailmaker.parsebiosciences.com/). Data handling and cell clustering were described previously.^77^ All cell clusters were manually annotated based on existing literatures.^40,41^ The differentially expressed genes in each cluster were listed in the cluster map and heatmap previously.^77^

### Three-dimensional (3D) reconstruction using computed tomography

The dissected embryo heads were stained with phosphotungstic acid (P4006-10G, Sigma-Aldrich) and scanned by a micro-computed tomography (CT) system (Skyscan 1173; Bruker, Kontich, Belgium) using 90 kV, 88 μA, 360° rotation with a step of 0.3°, pixel size of 6 μm and an aluminum filter (1.0 mm of thickness) and reconstructed by the NRecon software (Bruker). The reconstructions were visualized and converted to 3D volumes using the software 3D Slicer.^78^ Crown volume (*n* = 5 per group) and root length (*n* = 5 per group) were measured directly from the 3D reconstructed images.

### RNA-sequencing analysis

Maxillary molars were dissected from mouse embryos at E14.5 (*n* = 6 per biological replicate, and *n* = 4 for wild-type and *Cilk1*^–/–^ group, and *n* = 3 for *Cilk1*^–/–^;PCS1–MRCS1^△/△^ group) in DEPC-PBS. The 0.5 mm zirconia beads were used to homogenize tooth germ samples in TRIZOL^®^ (Invitrogen) using the Bullet Blender® homogenizer (Next Advance, USA). Chloroform was used to phase separate the total RNA, and isopropyl alcohol was used to precipitate it. After being cleaned with 75% ethanol, the RNA pellet was eluted using RNase-free water. NanoDrop (Thermo Fisher Scientific, USA) was used to measure the concentration and quality of RNA. After the library was built and sequenced on an Illumina platform, paired-end reads were produced, quality-controlled, and mapped to the reference genome (mm10). The number of reads mapped to each gene was quantified using FeatureCounts v1.5.0-p3, and FPKM values were calculated based on gene length and read counts. Differential expression analysis between the two conditions was performed using the edgeR package (3.22.5), with read counts adjusted by a scaling normalization factor. *P* values were adjusted using the Benjamini–Hochberg method, and a corrected Padj value of 0.05 and an absolute fold change of 1.5 were set as the threshold for significance. Gene Ontology (GO) enrichment analysis of differentially expressed genes was carried out using ShinyGo 0.77 (http://bioinformatics.sdstate.edu/go/). GO terms with corrected *P* values below 0.05 were considered significantly enriched.

### Statistical analysis

The percentage of ciliated cells was analyzed using the Mann–Whitney *U* test, while the ciliary length and M1/M2 ratio were analyzed using Student’s *t*-tests (two-tailed). The R2/M1 ratio was assessed using one-way analysis of variance (ANOVA) with Tukey’s test for multiple comparisons. Every graph was visualized with Prism 8.0 (GraphPad, San Diego, CA, USA). All data are presented as mean ± SEM. *P* value less than 0.05 was considered a statistically significant difference. *P* value larger than 0.05 was considered a statistically non-significant difference.

### Transplantation of tooth germs into the renal subcapsular layer

Developing molars (*n* = 5 per group) were isolated from mandibles of mouse embryos at E14.5, transplanted into the renal subcapsular layer of C57BL/6 adult male mice, and harvested after 4 weeks. All surgical procedures were performed under anesthesia administered intraperitoneally. No immunosuppressive medication was used.

### Isolation of oral epithelium from tongues and palates in *Krt14-Cre;Cilk1*^fl/fl^ mice

Mucosa from the tongue and palate of *Krt14-Cre;Cilk1*^fl/fl^ mice at PN 3 were dissected and incubated in Dispase II (1.2 U/mL in PBS) for 30 min. After incubation, the tissues were washed in DMEM supplemented with 10% FBS, and the oral epithelium was carefully separated from the underlying mesenchyme. gDNA was extracted from these epithelia, and genotyping PCR was carried out across three individuals.

### RNA extraction and quantitative RT–PCR

Total RNA was extracted from E14.5 embryonic tooth germs (*n* = 6 per biological replicate and triplicate per group) using TRIzol reagent (Qiagen). One microgram of RNA was converted to complementary DNA (cDNA) using the First-Strand cDNA Synthesis Kit (Takara) according to the manufacturer’s instructions. Quantitative reverse transcription PCR was conducted on a real-time PCR system using SYBR Premix Ex Taq™ (Takara). Gene expression was analyzed using the following primer pairs: *Gli1* (forward: GAGGTTGGGATGAAGAAGCA, reverse: GTGCCAATC-CGGTGGAGTCAGACCC), *Ptch1* (forward: GTGGACGAGTGAGTCGAGAAT, reverse: GGAGTGCTGAGTCCAGGTGT), *Sostdc1* (forward: AGGCAGGCATTTCAGTAGCA, reverse: CTGGCCGTCCGAAATGTA), and *Hhip* (forward: GGCTCTGTCGAAACGGCTAC, reverse: GGCACTTGTTCGGTCTGACA). *Gapdh* was used as the internal control, with primer sequences as follows: forward: AACAGCAACTCCCACTCTTC, reverse: CCTGTTGCTGTAGCCGTATT. Relative gene expression was determined using the 2^−ΔΔCt^ method with QuantStudio Design and Analysis software.

## Supplementary information

Supplementary Information

## Data Availability

The raw and processed bulk RNA-Seq data associated with this study have been deposited in the NCBI GEO database under the accession number GSE290878.

# Supplementary material for: Progressive tooth pattern changes in Cilk1-deficient mice depending on Hedgehog signaling
**Source:** Int J Oral Sci. 2025 Dec 1;17:71. doi: 10.1038/s41368-025-00405-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Progressive Tooth Pattern Changes in *Cilk1*-Deficient mice Depending on Hedgehog Signaling

Minjae Kyeong<sup>1\*</sup>, Ju-Kyung Jeong<sup>2\*</sup>, Dinuka Adasooriya<sup>1</sup>, Shiqi Kan<sup>1</sup>, Jiwoo Kim<sup>1</sup>, Jieun Song<sup>3</sup>, Sihyeon Park<sup>3</sup>, Su-Yeon Je<sup>3</sup>, Seok Jun Moon<sup>1,4</sup>, Young-Bum Park<sup>5</sup>, Hyuk Wan Ko<sup>3†</sup>, Eui-Sic Cho<sup>2†</sup>, and Sung-Won Cho<sup>1†</sup>

## Supplementary Information

Including

- Supplementary Figure legends
- Supplementary Tables

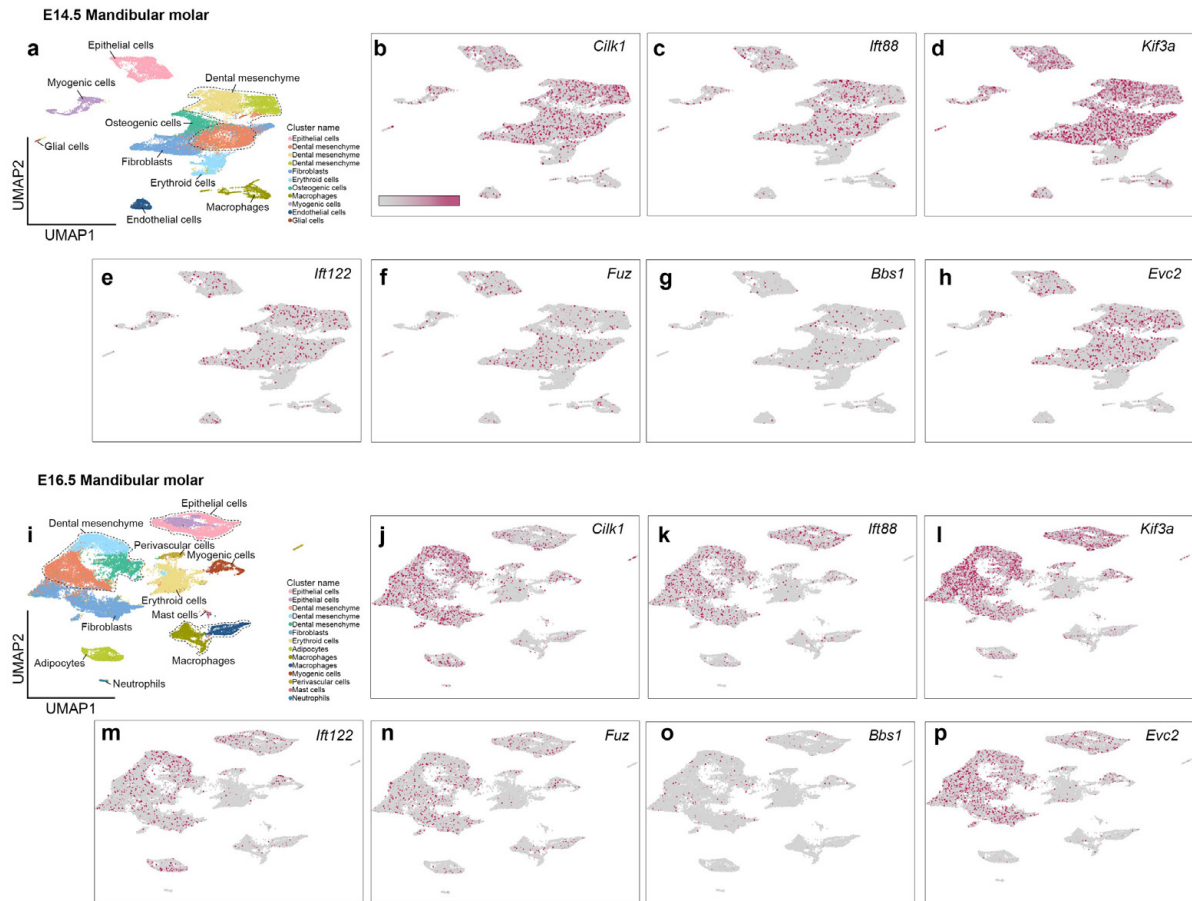

## Supplementary Figure 1. Cell Clusters Expressing Cilia-Related Genes Detected from Single-Cell RNA Sequencing Analysis of Developing Molars

**a–p** Cell type clusters of mandibular molars at E14.5 (**a**) and E16.5 (**i**) displayed in UMAP plots. Cells that express the corresponding genes are indicated by highlighted red dots. *Cilk1* is expressed in many cell clusters throughout the tooth germ, but *Cilk1*-expressing cells are particularly abundant in the dental mesenchyme, which is similar to the expression pattern of other cilia-related genes, such as *Cilk1*, *Ift88*, *Kif3a*, *Ift122*, *Fuz*, *Bbs1*, and *Evc2*, at both E14.5 (**b–h**) and E16.5 (**j–p**).

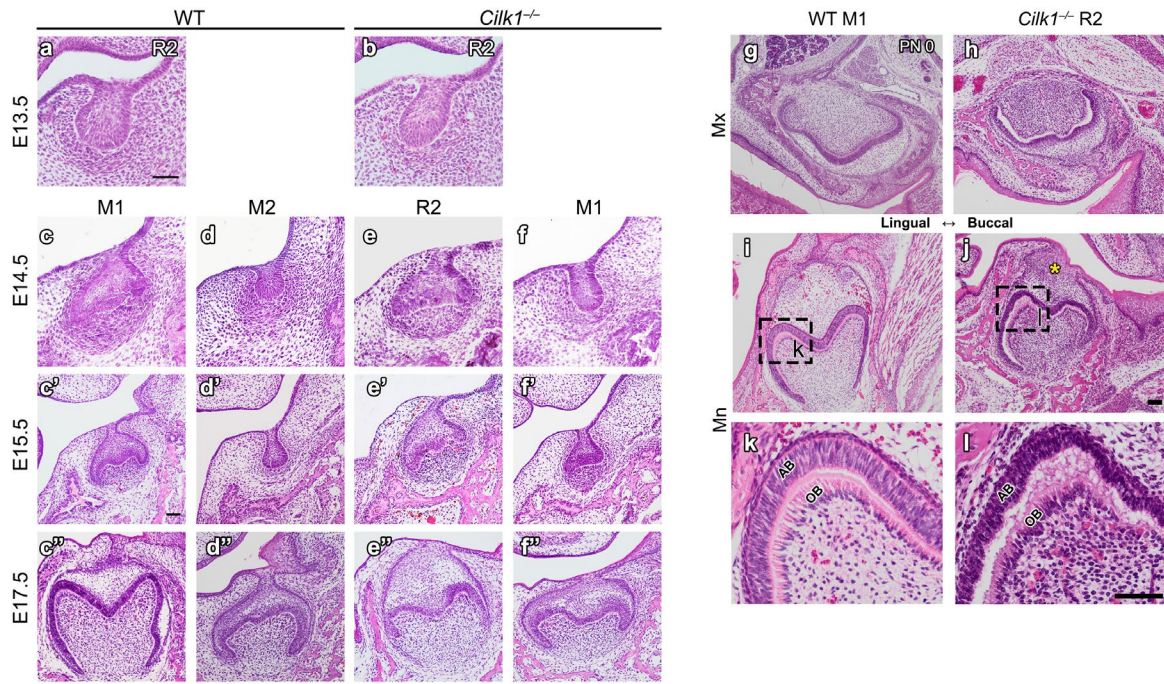

## Supplementary Figure 2. Morphological Alteration in Tooth Germs of *Cilk1*<sup>-/-</sup> Mice

**a–f''** Frontal histologic sections of diastemal supernumerary tooth (R2), first molar (M1) and second molar (M2) in wild-type (WT) and *Cilk1*<sup>-/-</sup> mice during development. At E13.5, the R2 is at the bud stage in both wild-type and *Cilk1*<sup>-/-</sup> mice (a, b). In wild-type mice, M1—into which R2 has been incorporated—progresses to the cap stage at E14.5 (c), the early bell stage at E15.5 (c'), and the late bell stage at E17.5 (c''). M2 in wild-type mice develops from the bud stage at E14.5 (d) to the cap stage at E15.5 (d'), and reaches the bell stage by E17.5 (d''). In *Cilk1*<sup>-/-</sup> mice, R2 survives and progresses to the cap stage at E14.5 (e), the early bell stage at E15.5 (e') and the bell stage at E17.5 (e''). M1 in *Cilk1*<sup>-/-</sup> mice is at the bud stage at E14.5 (f), advances to the cap stage at E15.5 (f'), and reaches the bell stage at E17.5 (f''). **g–j** At postnatal day 0 (PN 0), both mice show bell-stage appearance, but the dental epithelium of R2 in *Cilk1*<sup>-/-</sup> mice appears underdeveloped, particularly showing a thick dental lamina (yellow asterisk). **k–l** Ameloblasts (AB) and odontoblasts (OB) are observed as columnar cells in both mice but are shorter in the R2 of *Cilk1*<sup>-/-</sup> mice (l) than in the first molar of wild-type mice (k). Scale bars: 50  $\mu$ m.

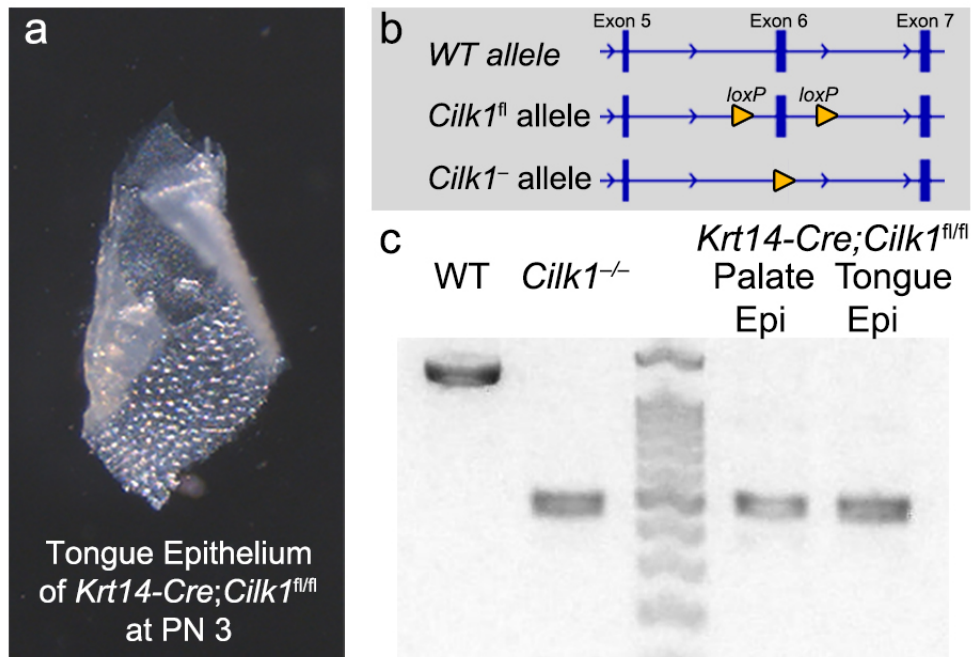

### Supplementary Figure 3. Deletion of *Cilk1* Exon 6 in the Oral Epithelium of *Krt14-Cre;Cilk1<sup>fl/fl</sup>* Mice

**a** Tongue epithelium isolated from *Krt14-Cre;Cilk1<sup>fl/fl</sup>* mice at PN 3. **b** Schemes of wild-type (WT), floxed (*Cilk1<sup>fl</sup>*), and knockout (*Cilk1<sup>-</sup>*) alleles. LoxP sites flank exon 6 of the *Cilk1* in the floxed allele, which is excised upon Cre recombination to generate the knockout allele. **c** PCR analysis confirming deletion of exon 6 in whole tissue from *Cilk1<sup>-/-</sup>* mice and in epithelial tissue from the palate and tongue of *Krt14-Cre;Cilk1<sup>fl/fl</sup>* mice.

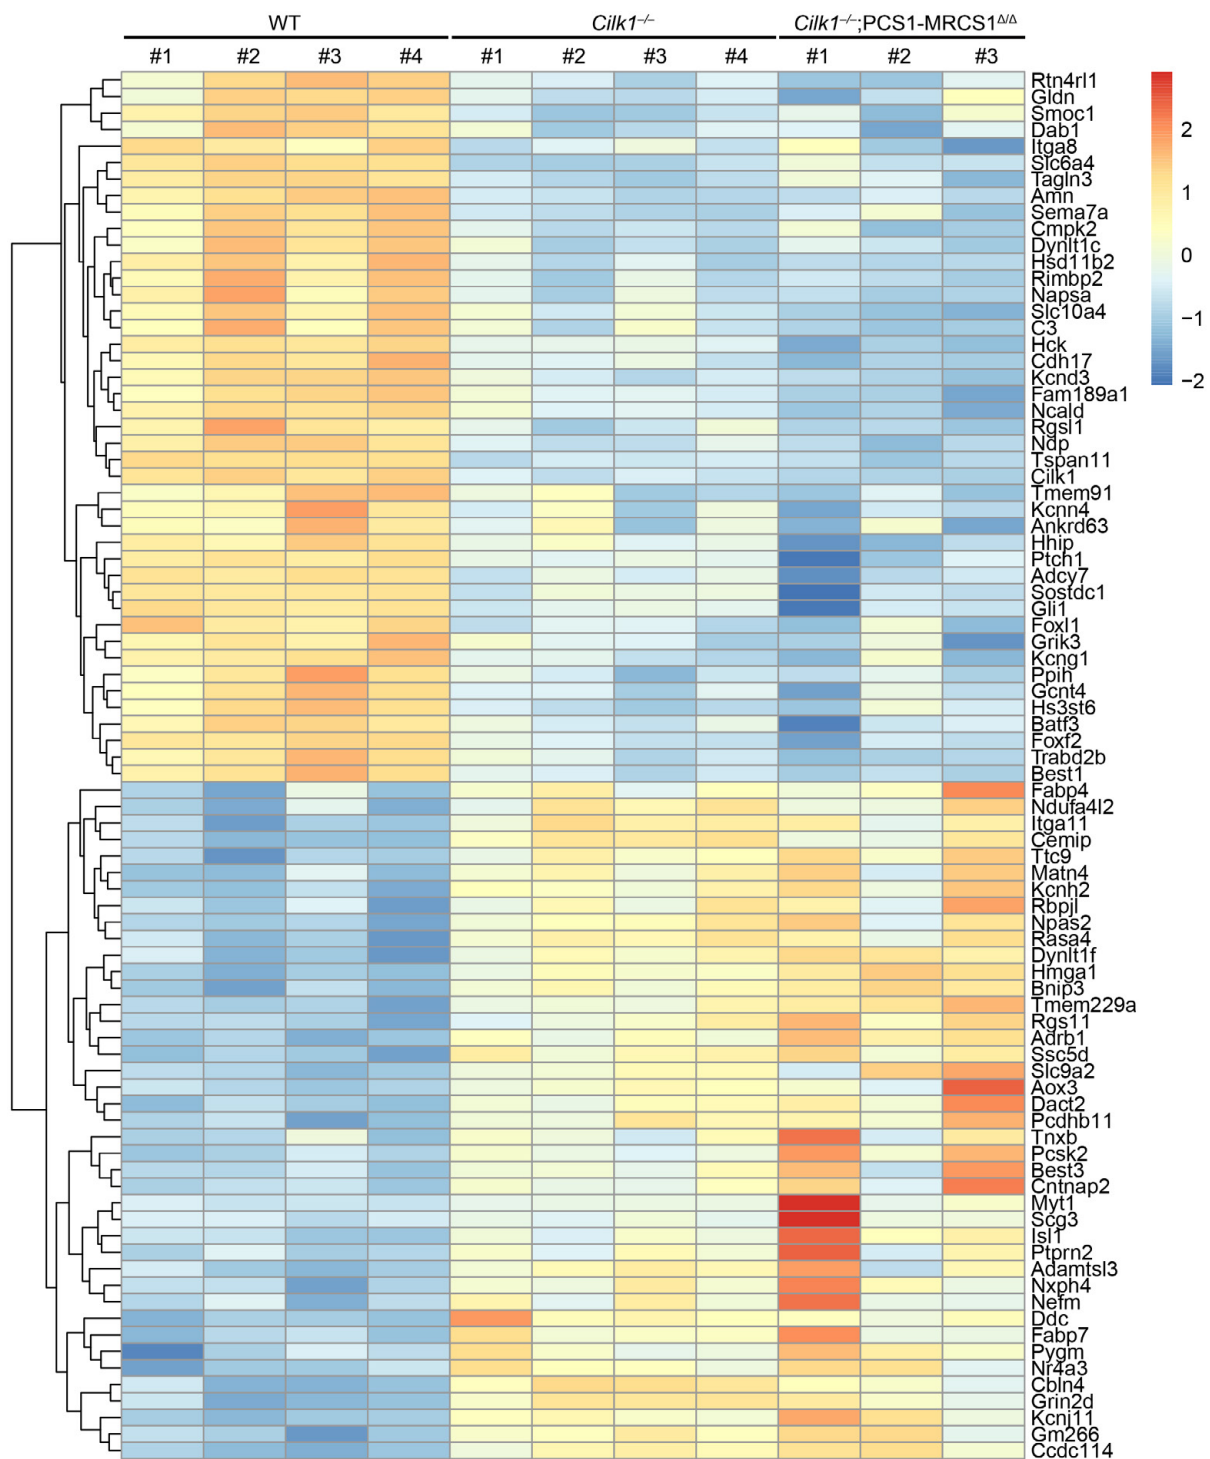

**Supplementary Figure 4. Heatmap Showing Hierarchical Clustering of Differentially Expressed Genes**

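The 42 matched genes of the commonly lower set had a median log2 fold change of −0.70 in *Cilk1*-/- and −0.85 in the compound mutant on the log2(value + 1) scale. As ratios of mean back-transformed values, without the added 1, the medians were −0.996 and −1.29, and the paper's own medians on the log2 scale are −1.01 and −1.23. The 41 genes of the commonly higher set had medians of 0.49 and 0.62, or 1.03 and 1.26 as ratios, where the paper's are 1.10 and 1.37. Of the 2 mutants, the compound mutant had the larger change from wild type in 36 of the 42 lower genes and in 34 of the 41 higher genes. Without compound mutant replicate 1 its median in the lower set was −0.82, still further from 0 than in *Cilk1*-/-. In the higher set its median was then 0.483, against 0.486 in *Cilk1*-/-, so the larger median of the higher set rests on that library.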

Normalized expression values of 43 commonly downregulated and 41 commonly upregulated genes in *Cilk1*<sup>-/-</sup> and *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice compared to wild-type controls are shown with red implying increased expression and blue showing decreased expression.

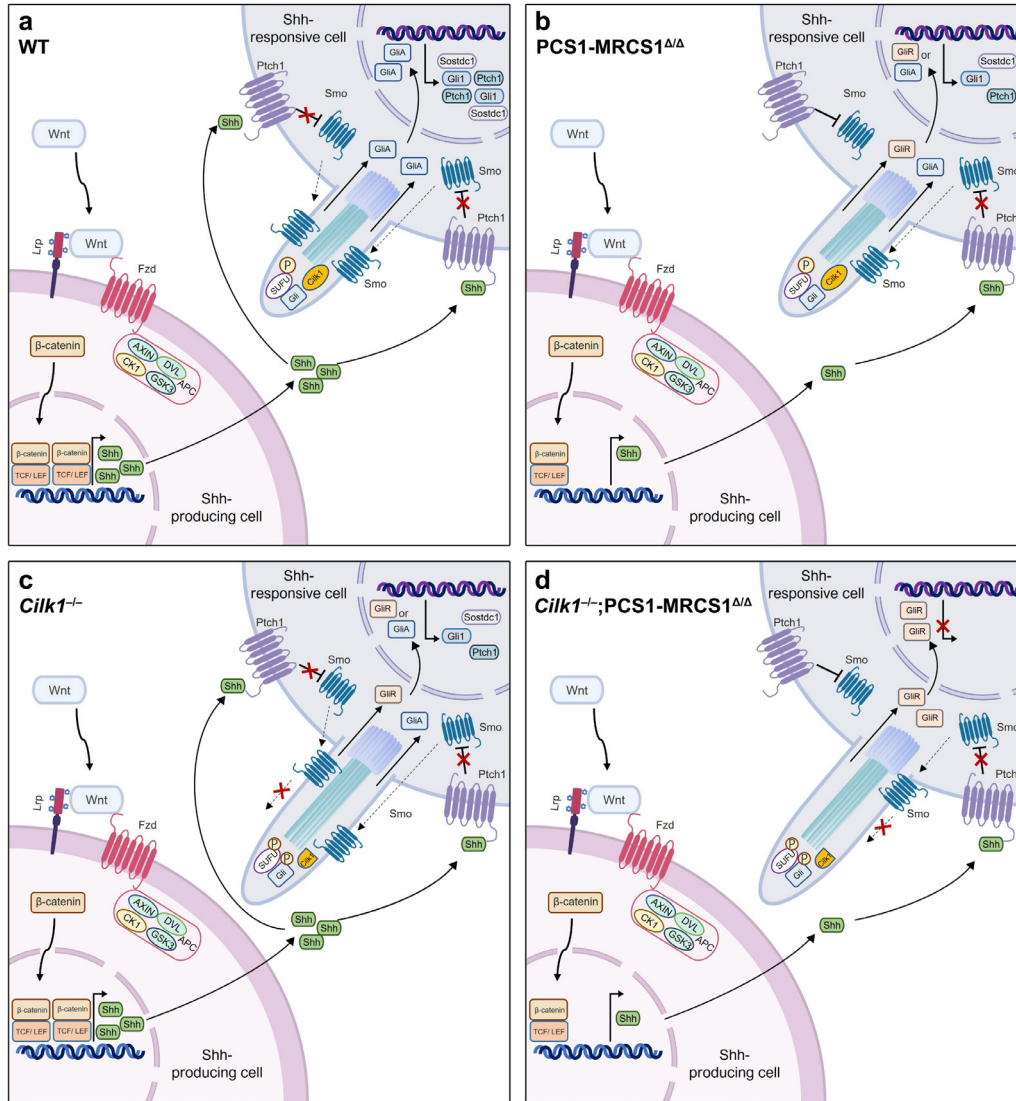

## Supplementary Figure 5. Hedgehog signaling between Shh-producing and -responsive cells

**a** In wild-type (WT) mice, Sonic hedgehog (Shh) protein production and secretion are induced by Wnt signaling in Shh-producing cells. Shh proteins bind to the receptor Ptch1 on the membrane of Shh-responsive cells, translocating Smoothed (Smo) and processing of Gli proteins into activator (GliA) in primary cilia, of which the function is regulated by Cilkl. GliA then enters the nucleus to transcribe Hedgehog (Hh) signaling target genes. **b** In PCS1-MRCS1  $\Delta/\Delta$  mice, Shh-producing cells exhibit reduced Shh protein expression. **c** In Cilkl $^{-/-}$  mice, Shh-responsive cells fail to translocate Smoothed to the ciliary tip, even in the presence of Shh. **d** Synergistic inhibitory effects of Shh-production and primary cilia function on the Hh signaling activity in Cilkl $^{-/-}$ ;PCS1-MRCS1 $\Delta/\Delta$  mice.

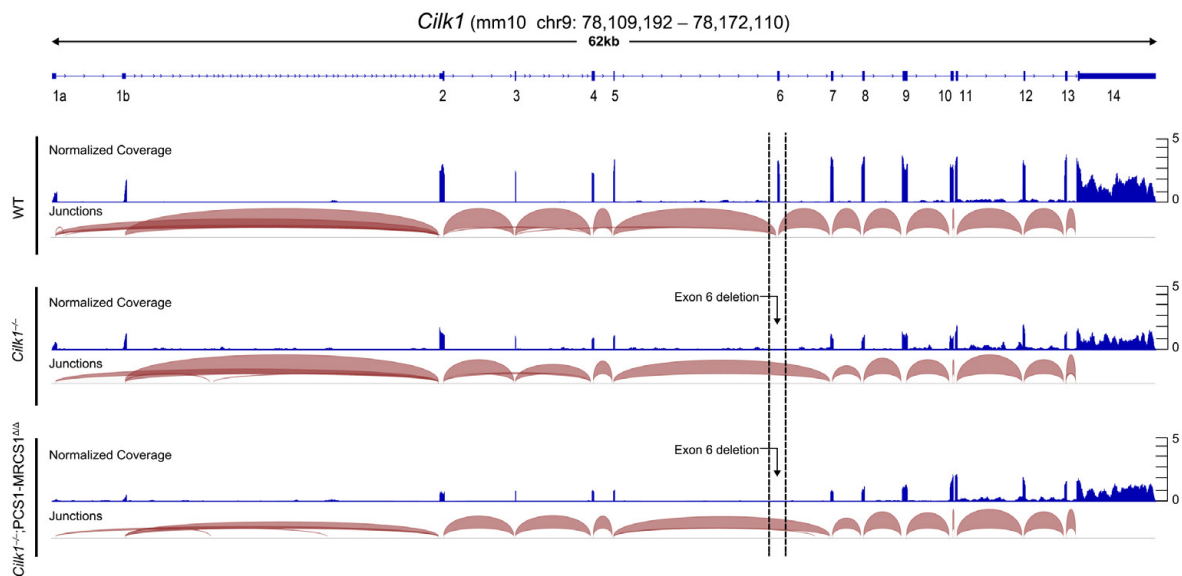

**Supplementary Figure 6. RNA-seq read alignment profiles of *Cilk1* gene locus in WT, *Cilk1*<sup>-/-</sup> and *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice showing the deletion region**

Blue peaks represent read depth across *Cilk1* gene exons, with the exon 6 region—deleted in *Cilk1*<sup>-/-</sup> and *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice—highlighted by dotted lines. Splice junction plots show normal arcs spanning exon 6 in WT, whereas these arcs are absent in *Cilk1*<sup>-/-</sup> and *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice, indicating altered splicing resulting from the deletion.

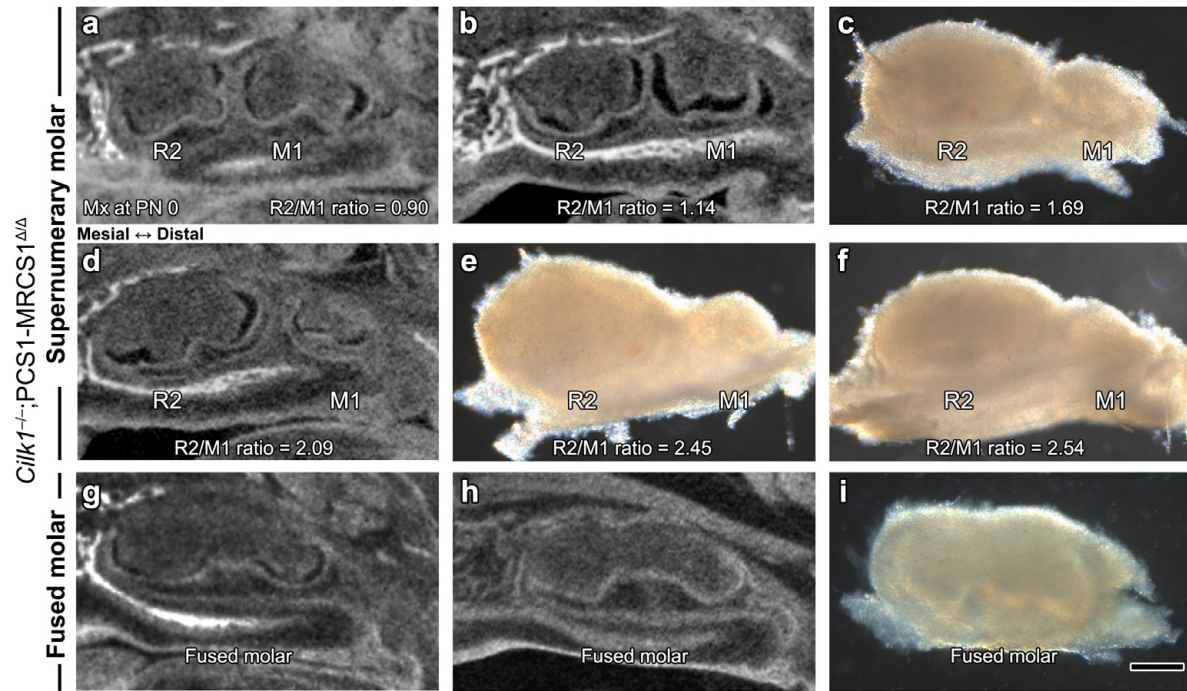

**Supplementary Figure 7. Altered maxillary molar length ratio in *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice**

*Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice, an aberrant Shh-producing and -responsive model, exhibits altered molar patterning due to the influence on the relative growth of the diastemal supernumerary tooth (R2), leading to an increased R2/M1 ratio. **a, b, d** Micro-CT images of maxillary molars at postnatal day 0 (PN 0), illustrating differences in the relative size of R2 and first molar (M1). The Maxillary R2/M1 ratio is indicated above each panel. **c, e, f** Bright-field images of dissected molars from the same *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice, displaying differences in tooth proportions along the mesial-distal axes. **g-i** Fused molar phenotype observed in the maxilla of *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice Scale bar: a-f: 250 μm.

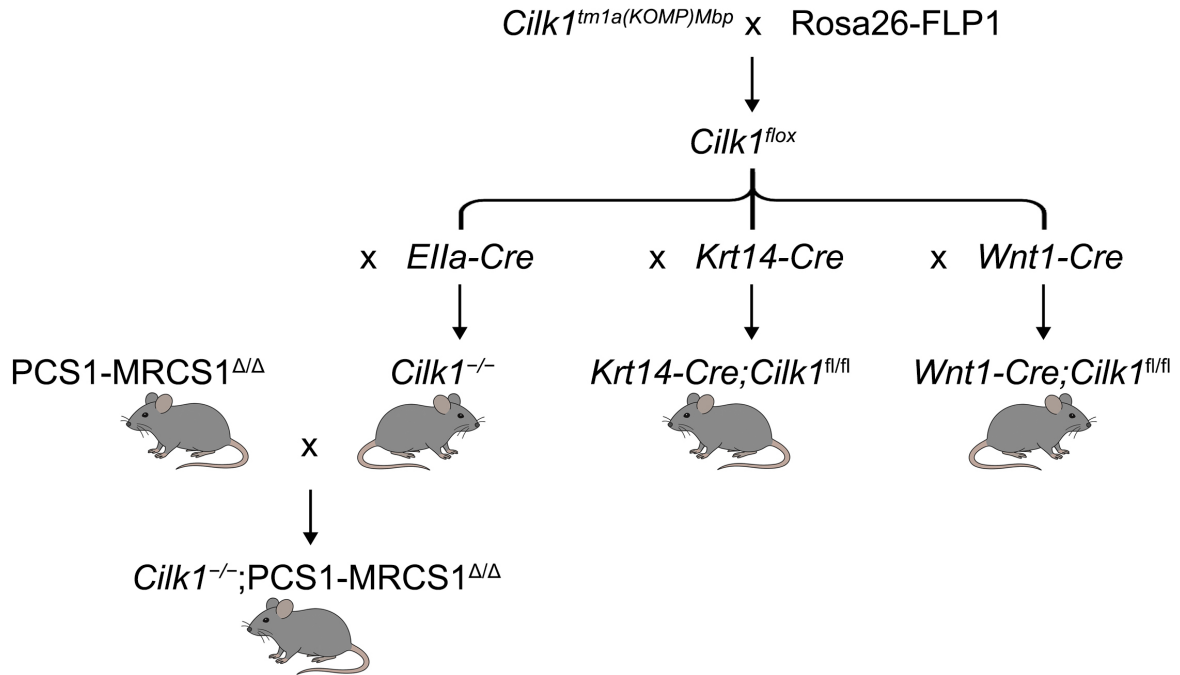

## Supplementary Figure 8. Generation of *Cilk1* Knockout Mouse Models

Systemic and tissue-specific *Cilk1* knockout mice were generated using *Ella-Cre*, *Krt14-Cre*, and *Wnt1-Cre* lines crossed with *Cilk1<sup>fl/fl</sup>* mice. *Cilk1<sup>-/-</sup>* mice were subsequently crossed with *PCS1-MRCS1<sup>Δ/Δ</sup>* mice to generate *Cilk1<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup>* mice. Mutant mice analyzed in this study are marked with mouse symbol.

**Supplementary Table 1. Commonly upregulated genes in both *Cilk1<sup>-/-</sup>* and *Cilk1<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup>* mice compared to wild-type mice in maxillary tooth germs at E14.5 (fold change > 1.5, p value < 0.05).**

| Gene id            | Gene name       | Gene description                                    | <i>Cilk1<sup>-/-</sup></i> vs WT |         | <i>Cilk1<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup></i> vs WT |         | <i>Cilk1<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup></i> vs <i>Cilk1<sup>-/-</sup></i> |         |
|--------------------|-----------------|-----------------------------------------------------|----------------------------------|---------|-----------------------------------------------------------|---------|-----------------------------------------------------------------------------------|---------|
|                    |                 |                                                     | Fold change                      | P value | Fold change                                               | P value | Fold change                                                                       | P value |
| ENSMUSG00000070469 | <i>Adamtsl3</i> | ADAMTS-like 3                                       | 2.162                            | 0.013   | 2.732                                                     | 0.019   | 1.264                                                                             | 0.585   |
| ENSMUSG00000035283 | <i>Adrb1</i>    | adrenergic receptor, beta 1                         | 2.382                            | 0.001   | 4.535                                                     | 0.000   | 1.904                                                                             | 0.065   |
| ENSMUSG00000064294 | <i>Aox3</i>     | aldehyde oxidase 3                                  | 2.239                            | 0.035   | 3.716                                                     | 0.013   | 1.659                                                                             | 0.337   |
| ENSMUSG00000020169 | <i>Best3</i>    | bestrophin 3                                        | 3.659                            | 0.032   | 6.054                                                     | 0.029   | 1.655                                                                             | 0.538   |
| ENSMUSG00000078566 | <i>Bnip3</i>    | BCL2/adenovirus E1B interacting protein 3           | 1.511                            | 0.000   | 1.826                                                     | 0.000   | 1.208                                                                             | 0.153   |
| ENSMUSG00000067578 | <i>Cbln4</i>    | Cerebellin 4 precursor protein                      | 9.596                            | 0.000   | 5.260                                                     | 0.001   | 0.548                                                                             | 0.230   |
| ENSMUSG00000040189 | <i>Ccdc114</i>  | outer dynein arm docking complex subunit 1          | 1.559                            | 0.001   | 1.698                                                     | 0.004   | 1.089                                                                             | 0.639   |
| ENSMUSG00000052353 | <i>Cemip</i>    | cell migration inducing protein, hyaluronan binding | 2.625                            | 0.000   | 1.947                                                     | 0.011   | 0.742                                                                             | 0.253   |

|                    |                 |                                                                             |       |       |        |       |        |       |
|--------------------|-----------------|-----------------------------------------------------------------------------|-------|-------|--------|-------|--------|-------|
| ENSMUSG00000039419 | <i>Cntnap2</i>  | contactin associated protein-like 2                                         | 2.182 | 0.039 | 3.997  | 0.008 | 1.832  | 0.243 |
| ENSMUSG00000048826 | <i>Dact2</i>    | dishevelled-binding antagonist of beta-catenin 2                            | 1.536 | 0.011 | 1.937  | 0.005 | 1.261  | 0.319 |
| ENSMUSG00000020182 | <i>Ddc</i>      | dopa decarboxylase                                                          | 1.633 | 0.002 | 1.558  | 0.044 | 0.954  | 0.829 |
| ENSMUSG00000095677 | <i>Dynl1f</i>   | dynein light chain Tctex-type 1F                                            | 2.059 | 0.000 | 2.986  | 0.000 | 1.450  | 0.175 |
| ENSMUSG00000062515 | <i>Fabp4</i>    | fatty acid binding protein 4, adipocyte                                     | 2.619 | 0.015 | 4.002  | 0.011 | 1.528  | 0.434 |
| ENSMUSG00000019874 | <i>Fabp7</i>    | fatty acid binding protein 7, brain                                         | 2.267 | 0.020 | 3.419  | 0.012 | 1.508  | 0.399 |
| ENSMUSG00000010529 | <i>Gm266</i>    | Predicted gene 266                                                          | 1.557 | 0.008 | 1.753  | 0.015 | 1.125  | 0.610 |
| ENSMUSG00000002771 | <i>Grin2d</i>   | glutamate receptor, ionotropic, NMDA2D (epsilon 4)                          | 1.866 | 0.000 | 1.564  | 0.040 | 0.838  | 0.416 |
| ENSMUSG00000046711 | <i>Hmgal</i>    | high mobility group AT-hook 1                                               | 1.556 | 0.000 | 2.117  | 0.000 | 1.361  | 0.012 |
| ENSMUSG00000042258 | <i>Isl1</i>     | ISL1 transcription factor, LIM/homeodomain                                  | 3.029 | 0.015 | 14.100 | 0.000 | 4.656  | 0.015 |
| ENSMUSG00000032243 | <i>Itga11</i>   | integrin alpha 11                                                           | 2.008 | 0.000 | 1.829  | 0.013 | 0.910  | 0.700 |
| ENSMUSG00000038319 | <i>Kcnh2</i>    | potassium voltage-gated channel, subfamily H (eag-related), member 2        | 1.965 | 0.002 | 2.430  | 0.003 | 1.237  | 0.473 |
| ENSMUSG00000096146 | <i>Kcnj11</i>   | potassium inwardly rectifying channel, subfamily J, member 11               | 2.142 | 0.022 | 3.476  | 0.007 | 1.623  | 0.291 |
| ENSMUSG00000016995 | <i>Matn4</i>    | matrilin 4                                                                  | 2.345 | 0.021 | 3.243  | 0.021 | 1.383  | 0.525 |
| ENSMUSG00000010505 | <i>Myt1</i>     | myelin transcription factor 1                                               | 6.257 | 0.033 | 72.092 | 0.000 | 11.522 | 0.037 |
| ENSMUSG00000040280 | <i>Ndufa4l2</i> | Ndufa4, mitochondrial complex associated like 2                             | 2.013 | 0.001 | 1.867  | 0.032 | 0.928  | 0.797 |
| ENSMUSG00000022054 | <i>Nefm</i>     | neurofilament, medium polypeptide                                           | 6.375 | 0.039 | 31.621 | 0.006 | 4.960  | 0.197 |
| ENSMUSG00000026077 | <i>Npas2</i>    | neuronal PAS domain protein 2                                               | 1.978 | 0.003 | 2.111  | 0.019 | 1.067  | 0.838 |
| ENSMUSG00000028341 | <i>Nr4a3</i>    | nuclear receptor subfamily 4, group A, member 3                             | 2.314 | 0.013 | 2.582  | 0.041 | 1.116  | 0.813 |
| ENSMUSG00000040258 | <i>Nxph4</i>    | neurexophilin 4                                                             | 2.808 | 0.012 | 4.598  | 0.007 | 1.638  | 0.382 |
| ENSMUSG00000051486 | <i>Pcdhb11</i>  | protocadherin beta 11                                                       | 1.634 | 0.015 | 1.806  | 0.033 | 1.105  | 0.717 |
| ENSMUSG00000027419 | <i>Pcsk2</i>    | proprotein convertase subtilisin/kexin type 2                               | 3.172 | 0.005 | 7.425  | 0.000 | 2.341  | 0.123 |
| ENSMUSG00000056553 | <i>Ptprn2</i>   | protein tyrosine phosphatase receptor type N polypeptide 2                  | 3.947 | 0.046 | 8.979  | 0.021 | 2.275  | 0.383 |
| ENSMUSG00000032648 | <i>Pygm</i>     | muscle glycogen phosphorylase                                               | 1.626 | 0.050 | 1.977  | 0.046 | 1.216  | 0.567 |
| ENSMUSG00000004952 | <i>Rasa4</i>    | RAS p21 protein activator 4                                                 | 1.511 | 0.002 | 1.508  | 0.027 | 0.998  | 0.992 |
| ENSMUSG00000017007 | <i>Rbpjl</i>    | recombination signal binding protein for immunoglobulin kappa J region-like | 2.536 | 0.026 | 3.164  | 0.044 | 1.248  | 0.697 |
| ENSMUSG00000024186 | <i>Rgs11</i>    | regulator of G-protein signaling 11                                         | 1.521 | 0.012 | 1.939  | 0.004 | 1.275  | 0.289 |
| ENSMUSG00000032181 | <i>Scg3</i>     | secretogranin III                                                           | 5.608 | 0.033 | 32.517 | 0.001 | 5.798  | 0.105 |
| ENSMUSG00000026062 | <i>Slc9a2</i>   | solute carrier family 9 (sodium/hydrogen exchanger), member 2               | 1.864 | 0.023 | 2.216  | 0.034 | 1.189  | 0.644 |
| ENSMUSG00000035279 | <i>Ssc5d</i>    | scavenger receptor cysteine rich family, 5 domains                          | 1.788 | 0.001 | 2.065  | 0.002 | 1.155  | 0.538 |
| ENSMUSG00000048022 | <i>Tmem229a</i> | transmembrane protein 229A                                                  | 1.636 | 0.005 | 2.233  | 0.001 | 1.365  | 0.193 |
| ENSMUSG00000033327 | <i>Tnxb</i>     | tenascin XB                                                                 | 4.507 | 0.024 | 6.635  | 0.037 | 1.472  | 0.666 |
| ENSMUSG00000042734 | <i>Ttc9</i>     | tetratricopeptide repeat domain 9                                           | 1.529 | 0.015 | 1.730  | 0.021 | 1.132  | 0.602 |

1  
2  
3  
4  
5  
6

**Supplementary Table 2. Commonly downregulated genes in both *Cilk1*<sup>-/-</sup> and *Cilk1*<sup>-/-</sup>;PCS1-MRCS1<sup>Δ/Δ</sup> mice compared to wild-type mice in maxillary tooth germs at E14.5 (fold change < -1.5, p value < 0.05).**

| Gene id            | Gene name       | Gene description                                                                          | <i>Cilk1</i> <sup>-/-</sup> vs WT |         | <i>Cilk1</i> <sup>-/-</sup> ;PCS1-MRCS1 <sup>Δ/Δ</sup> vs WT |         | <i>Cilk1</i> <sup>-/-</sup> ;PCS1-MRCS1 <sup>Δ/Δ</sup> vs <i>Cilk1</i> <sup>-/-</sup> |         |
|--------------------|-----------------|-------------------------------------------------------------------------------------------|-----------------------------------|---------|--------------------------------------------------------------|---------|---------------------------------------------------------------------------------------|---------|
|                    |                 |                                                                                           | Fold change                       | P value | Fold change                                                  | P value | Fold change                                                                           | P value |
| ENSMUSG00000031659 | <i>Adcy7</i>    | adenylate cyclase 7                                                                       | -1.759                            | 0.000   | -2.283                                                       | 0.000   | -1.298                                                                                | 0.178   |
| ENSMUSG00000021278 | <i>Amn</i>      | Amnionless                                                                                | -3.698                            | 0.000   | -2.905                                                       | 0.006   | -0.786                                                                                | 0.546   |
| ENSMUSG00000078137 | <i>Ankrd63</i>  | Ankyrin repeat domain 63                                                                  | -2.161                            | 0.022   | -2.457                                                       | 0.050   | -1.137                                                                                | 0.779   |
| ENSMUSG00000026630 | <i>Batf3</i>    | Basic leucine zipper transcription factor, ATF-like 3                                     | -1.734                            | 0.020   | -2.272                                                       | 0.012   | -1.311                                                                                | 0.409   |
| ENSMUSG00000037418 | <i>Best1</i>    | Bestrophin 1                                                                              | -2.277                            | 0.000   | -2.785                                                       | 0.000   | -1.223                                                                                | 0.436   |
| ENSMUSG00000024164 | <i>C3</i>       | Complement component 3                                                                    | -3.185                            | 0.002   | -7.309                                                       | 0.000   | -2.295                                                                                | 0.102   |
| ENSMUSG00000028217 | <i>Cdh17</i>    | Cadherin 17                                                                               | -2.558                            | 0.000   | -3.524                                                       | 0.000   | -1.377                                                                                | 0.301   |
| ENSMUSG00000009828 | <i>Cilk1</i>    | ciliogenesis associated kinase 1                                                          | -1.771                            | 0.000   | -1.999                                                       | 0.000   | -1.129                                                                                | 0.197   |
| ENSMUSG00000020638 | <i>Cmpk2</i>    | Cytidine/uridine monophosphate kinase 2                                                   | -1.654                            | 0.004   | -1.709                                                       | 0.025   | -1.033                                                                                | 0.892   |
| ENSMUSG00000028519 | <i>Dab1</i>     | Disabled 1                                                                                | -1.753                            | 0.008   | -1.980                                                       | 0.020   | -1.130                                                                                | 0.677   |
| ENSMUSG00000000579 | <i>Dynl1c</i>   | Dynein light chain Tctex-type 1C                                                          | -1.534                            | 0.002   | -1.575                                                       | 0.020   | -1.027                                                                                | 0.893   |
| ENSMUST00000253234 | <i>Fam189a1</i> | Novel transcript, antisense to Fam189a1.                                                  | -1.549                            | 0.004   | -2.259                                                       | 0.000   | -1.459                                                                                | 0.072   |
| ENSMUSG00000038402 | <i>Foxf2</i>    | Forkhead box F2                                                                           | -2.658                            | 0.000   | -3.202                                                       | 0.000   | -1.205                                                                                | 0.466   |
| ENSMUSG00000097084 | <i>Foxl1</i>    | Forkhead box L1                                                                           | -2.986                            | 0.006   | -3.023                                                       | 0.044   | -1.012                                                                                | 0.982   |
| ENSMUSG00000091387 | <i>Gcnt4</i>    | glucosaminyl (N-acetyl) transferase 4, core 2 (beta-1,6-N-acetylglucosaminyltransferase)  | -2.309                            | 0.000   | -2.455                                                       | 0.003   | -1.063                                                                                | 0.839   |
| ENSMUSG00000046167 | <i>Gldn</i>     | gliomedin                                                                                 | -2.666                            | 0.002   | -2.337                                                       | 0.028   | -0.877                                                                                | 0.734   |
| ENSMUSG00000025407 | <i>Gli1</i>     | GLI-Kruppel family member GLI1                                                            | -1.912                            | 0.000   | -2.507                                                       | 0.000   | -1.311                                                                                | 0.274   |
| ENSMUSG00000001985 | <i>Grik3</i>    | Glutamate receptor, ionotropic, kainate 3                                                 | -2.638                            | 0.011   | -3.134                                                       | 0.030   | -1.188                                                                                | 0.744   |
| ENSMUSG00000003283 | <i>Hck</i>      | Hemopoietic cell kinase                                                                   | -1.859                            | 0.000   | -3.004                                                       | 0.000   | -1.616                                                                                | 0.007   |
| ENSMUSG00000064325 | <i>Hhip</i>     | Hedgehog-interacting protein                                                              | -1.515                            | 0.003   | -2.360                                                       | 0.000   | -1.558                                                                                | 0.021   |
| ENSMUSG00000039628 | <i>Hs3st6</i>   | Heparan sulfate (glucosamine) 3-O-sulfotransferase 6                                      | -2.184                            | 0.000   | -1.921                                                       | 0.008   | -0.880                                                                                | 0.606   |
| ENSMUSG00000031891 | <i>Hsd11b2</i>  | Hydroxysteroid 11-beta dehydrogenase 2                                                    | -2.246                            | 0.000   | -2.419                                                       | 0.004   | -1.077                                                                                | 0.812   |
| ENSMUSG00000026768 | <i>Itga8</i>    | Integrin alpha 8                                                                          | -1.556                            | 0.010   | -1.610                                                       | 0.046   | -1.035                                                                                | 0.886   |
| ENSMUSG00000040896 | <i>Kcnd3</i>    | potassium voltage-gated channel, Shal-related family, member 3                            | -1.610                            | 0.002   | -1.942                                                       | 0.002   | -1.206                                                                                | 0.376   |
| ENSMUSG00000074575 | <i>Kcng1</i>    | potassium voltage-gated channel, subfamily G, member 1                                    | -2.143                            | 0.005   | -2.230                                                       | 0.031   | -1.041                                                                                | 0.915   |
| ENSMUSG00000054342 | <i>Kcnn4</i>    | potassium intermediate/small conductance calcium-activated channel, subfamily N, member 4 | -1.851                            | 0.003   | -2.192                                                       | 0.005   | -1.184                                                                                | 0.550   |
| ENSMUSG00000002204 | <i>Napsa</i>    | Napsin A aspartic peptidase                                                               | -3.058                            | 0.000   | -4.161                                                       | 0.001   | -1.361                                                                                | 0.461   |
| ENSMUSG00000051359 | <i>Ncald</i>    | Neurocalcin delta                                                                         | -1.627                            | 0.000   | -2.330                                                       | 0.000   | -1.432                                                                                | 0.052   |
| ENSMUSG00000040138 | <i>Ndp</i>      | Norrie disease (pseudoglioma) (human)                                                     | -2.372                            | 0.000   | -3.030                                                       | 0.000   | -1.277                                                                                | 0.310   |
| ENSMUSG00000060288 | <i>Ppih</i>     | Peptidyl prolyl isomerase H                                                               | -1.759                            | 0.002   | -1.790                                                       | 0.022   | -1.017                                                                                | 0.946   |
| ENSMUSG00000021466 | <i>Ptch1</i>    | Patched 1                                                                                 | -1.909                            | 0.001   | -2.968                                                       | 0.000   | -1.554                                                                                | 0.101   |
| ENSMUSG00000042641 | <i>Rgs11</i>    | Regulator of G-protein signaling like 1                                                   | -2.049                            | 0.019   | -2.509                                                       | 0.027   | -1.225                                                                                | 0.628   |
| ENSMUSG00000029420 | <i>Rimbp2</i>   | RIMS binding protein 2                                                                    | -2.763                            | 0.000   | -2.906                                                       | 0.007   | -1.051                                                                                | 0.899   |

|                    |                |                                                                                   |        |       |        |       |        |       |
|--------------------|----------------|-----------------------------------------------------------------------------------|--------|-------|--------|-------|--------|-------|
| ENSMUSG00000045287 | <i>Rtn4rl1</i> | Reticulon 4 receptor-like 1                                                       | -1.834 | 0.002 | -2.251 | 0.003 | -1.227 | 0.456 |
| ENSMUSG00000038264 | <i>Sema7a</i>  | sema domain, immunoglobulin domain (Ig), and GPI membrane anchor, (semaphorin) 7A | -1.980 | 0.000 | -1.784 | 0.006 | -0.901 | 0.620 |
| ENSMUSG00000029219 | <i>Slc10a4</i> | solute carrier family 10 (sodium/bile acid cotransporter family), member 4        | -2.130 | 0.004 | -4.647 | 0.000 | -2.181 | 0.033 |
| ENSMUSG00000020838 | <i>Slc6a4</i>  | solute carrier family 6 (neurotransmitter transporter, serotonin), member 4       | -2.267 | 0.000 | -1.859 | 0.033 | -0.820 | 0.499 |
| ENSMUSG00000021136 | <i>Smoc1</i>   | SPARC related modular calcium binding 1                                           | -2.066 | 0.000 | -1.706 | 0.028 | -0.826 | 0.430 |
| ENSMUSG00000036169 | <i>Sostdc1</i> | Sclerostin domain containing 1                                                    | -1.708 | 0.001 | -2.395 | 0.000 | -1.403 | 0.146 |
| ENSMUSG00000022658 | <i>Tagln3</i>  | Transgelin 3                                                                      | -1.721 | 0.000 | -1.573 | 0.024 | -0.910 | 0.638 |
| ENSMUSG00000061702 | <i>Tmem91</i>  | Transmembrane protein 91                                                          | -2.478 | 0.010 | -2.859 | 0.029 | -1.154 | 0.767 |
| ENSMUSG00000070867 | <i>Trabd2b</i> | TraB domain containing 2B                                                         | -1.654 | 0.000 | -2.010 | 0.000 | -1.215 | 0.305 |
| ENSMUSG00000030351 | <i>Tspan11</i> | Tetraspanin 11                                                                    | -1.711 | 0.000 | -1.864 | 0.000 | -1.090 | 0.395 |

1

How the deposited data were processed for this re-analysis (not part of the article)

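RNA from maxillary molar tooth germs at E14.5 was sequenced by the authors in 4 wild-type, 4 *Cilk1*-/- and 3 *Cilk1*-/-;PCS1–MRCS1△/△ (compound mutant) libraries, with n = 6 per biological replicate. Whether 6 counts tooth germs or embryos is not stated. The reads were mapped to mm10 and counted per gene with FeatureCounts by the authors, who calculated FPKM values and tested differences with edgeR. The deposited values are log2 values of 16755 genes, in which log2(value + 1) of a normalized value, probably FPKM, fits the reported fold changes. Turned back from the log2 scale, they sum to between 339970 and 364615 per library. Counts were not used here, whole reads could not be recovered, and the depth per library is unknown, so no count model was fitted and precision rests on the spread between libraries.

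The wild-type and *Cilk1*-/- libraries of one number are not independent in the deposited values. A term for the replicate number removed by the authors is a candidate explanation, and the paper's text names no such step. Over all genes, the deviations from the genotype mean of wild-type and *Cilk1*-/- libraries with the same number had correlations of −0.74, −0.89, −0.85 and −0.79 for numbers 1 to 4. In 84 genes, both libraries of one number are listed at 0, and these genes have no value below 0, whereas 257 genes do. In these 84 genes, with the pair at 0 left out, the same-number correlations were 0.56, 0.56, 0.58 and 0.30 for numbers 1 to 4, over 29, 72, 67 and 84 genes. The numbers were therefore taken to pair the wild-type and *Cilk1*-/- libraries. The value with the replicate number as a block is given beside the main counts and calls that it changes. The block also places each compound mutant library with the pair of its number. The correlations above do not cover that placement, and the labels put the compound mutant libraries in one set with pair 4.

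The plan made before the data were examined assumed counts and a quasi-likelihood test in edgeR, which was not used since the values are on a log2 scale. The test used instead was that of limma 3.58.1 in R 4.3.3, with lmFit and eBayes (trend and robust), one fit over the 3 genotypes without covariates, all 16755 genes and the Benjamini-Hochberg adjustment. Calls needed an adjusted p-value under 0.05 and a fold change of at least 1.5, as in the paper's methods, which name an adjusted p-value, whereas the headings of Supplementary Tables S1 and S2 name a p-value with no adjustment. The 20 gene lists tested covered Hh targets, Hh components, Wnt feedback, enamel knot, dental epithelium, dental mesenchyme, cilia, neurons, Schwann cells and glia, skeletal muscle, erythroid cells, macrophages, endothelium, bone and cartilage, oral keratinization, hypoxia, glycolysis, interferon response, proliferation and immediate early genes. They were tested with limma's camera (preset correlation 0.01), and with fry and an estimated correlation as alternatives. Of 2 sex lists, the female one holds *Xist* alone, and none of the 4 genes of the male one is listed, so neither was tested. The 4 further lists of genes, for cartilage, olfactory neurons, ciliated epithelium and genes that escape X inactivation, were written after the libraries had been seen.

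The genes named are those the paper names in its RNA-sequencing, in situ and Wnt inhibitor text and, for each comparison, the 3 highest and 3 lowest called genes whose libraries did not overlap. Gene positions come from GENCODE vM21 (GRCm38), where 15955 of the 16755 symbols have an entry. No matched gene lies on chromosome Y or the mitochondrial chromosome.

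The fit was tested on simulated data with 200 changed genes among 16755, drawn with the spread of the real libraries pooled over the genotypes. Each changed gene had a mean of at least 1 on the log2 scale and was moved by 1 on that scale. The fit recovered 179 of the 200 genes (89.5%) in *Cilk1*-/- with 4 false calls, and 171 (85.5%) in the compound mutant with 3 false calls. These shares do not describe smaller changes or genes with lower values. These simulated libraries were independent of each other. Where a replicate term had been removed from unchanged libraries, the same fit gave 31.6 genes at an adjusted p under 0.05 in *Cilk1*-/- on average, and 12.6% of the genes had p under 0.05, so false calls are more frequent if the deposited values were adjusted in this way. Each comparison was also repeated on other splits of the libraries. The alternatives fixed in advance were a fit of only the 2 genotypes compared, other thresholds, the set of libraries in the labels as a term, the replicate block, other list tests and leaving out each library. Alternatives chosen after seeing the data were a block that places the compound mutant with pair 4, eBayes without trend and robust, genes with a mean of at least 1 on the log2 scale, a pseudocount of 0.1, quantile normalization, median centring and the Hh target list without its genes in Supplementary Table S2. The row of Supplementary Table S2 with a transcript identifier, antisense to *Fam189a1*, was left out. Python 3.11.15 and matplotlib 3.10.9 drew the plots.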

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

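The tests of blood content and dissection stress in this part were chosen only after the result was seen.

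The hypoxia list, which the paper does not discuss, was higher than in wild type in both mutants. Its mean log2 fold change was 0.37 in *Cilk1*-/-, where 13 of the 14 genes were higher, and 0.55 in the compound mutant, where 14 of the 14 were higher (adjusted p = 1.28e-07 and 1.63e-10, limma's camera). Every mutant library lay above every wild-type library in the list's mean. Both calls held under fry (adjusted p = 0.00789 and 0.00236), also with the replicate block (0.0497 for both), and neither held with an estimated correlation (adjusted p = 0.402 for both). Over the fits that each left out one library the highest adjusted p was 6.99e-07 in *Cilk1*-/- and 1.57e-06 in the compound mutant, the latter without compound mutant replicate 2. *Bnip3*, the first gene of the list, had log2 fold changes of 0.58 and 0.83. The glycolysis list was also higher, by 0.18 and 0.28. Dissection stress would raise immediate early genes. In *Cilk1*-/- their mean log2 fold change was −0.10, with 5 of the 11 genes lower (adjusted p = 0.590, camera). All 4 libraries lay under the wild-type range, but only just, and they are not independent of the wild-type libraries. The list as a whole thus showed no rise there, which does not exclude such stress because its genes moved both ways. In the compound mutant the immediate early genes rose by 0.40 (adjusted p = 0.00658, camera, and 0.0754, fry). Stress and genotype cannot be told apart in that group, where single libraries overlap with wild type. A lower blood content might also raise hypoxia genes. The erythroid list changed by 0.0811 in *Cilk1*-/- and by −0.32 in the compound mutant, and blood content cannot be told apart from genotype because the *Cilk1*-/- and compound mutant libraries lie on both sides of wild type. Compound mutant replicate 3 alone was at −1.45, and the other compound mutant libraries were at −0.03 and 0.50. A response of the mutant tissue itself stays open and was not tested.

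In 7 of 96 groups of 4 libraries, 1 library lay further from the nearest other one than Dixon's limit of 0.829 of the group's range allows. Chance alone gives about 4.8 such groups. The 96 groups are 24 genes and 24 lists in wild type and in *Cilk1*-/-, and the compound mutant, with 3 libraries, was not tested. In wild type, replicate 1 was apart for *Lef1* (0.833) and replicate 1 for *Cbln4* (0.879). Replicate 2 was apart for *Rps27* (0.853), and replicate 3 for the bone and cartilage list (0.864) and the glycolysis list (0.902). In *Cilk1*-/-, replicate 3 was apart for the list of ciliary genes (0.850) and replicate 1 for the dental epithelium list (0.831). No library explains most of these, and no biological explanation was tested.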

How the results depend on the processing

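All alternatives below were fixed before the data were examined, apart from those said to be chosen after seeing the data. Where no cause is given, the cause was not tested. For a single gene or list the threshold named below is an adjusted p under 0.05 with no fold change asked for, and *Hhip* was under the fold threshold in *Cilk1*-/- and between the mutants over all libraries. Alternatives that need counts (edgeR's RLE normalization, exact test and likelihood ratio test, DESeq2, and the count filters) were not run, since the deposited values are not counts. The unknown depth limits all results to what the spread between libraries allows.

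With the replicate block, 2 genes were lower and 2 higher in *Cilk1*-/-, 19 lower and 7 higher in the compound mutant, 2 lower and 0 higher in both, and 2 lower and 0 higher in the compound mutant than in *Cilk1*-/-. All of these genes were also called without the block. At an unadjusted p under 0.05 and the fold threshold, 10 genes were higher in both with the block. The log2 fold changes in *Cilk1*-/- kept their values and lost the threshold for *Ptch1* (−0.89), *Gli1* (−0.90), *Hhip* (−0.45) and *Foxf2* (−1.31), as did *Hhip* between the mutants (−0.49). Of the other lists, 8 passed between the mutants in place of 4. The block changed no other call of *Cilk1*, the 5 Hh target genes or the Hh target list. Of the other named genes and lists, 23 results lost the threshold, 5 gained it and 1 reversed, the list of Hh components in the compound mutant (adjusted p = 0.940). Between the mutants, 125 genes were higher at an unadjusted p with the block. In a simulation of unchanged libraries from which a replicate term had been removed, 12.6% of genes had p under 0.05 in *Cilk1*-/- without the block, with 31.6 genes past the adjusted p on average, and 6.52% had with it. This is consistent with a spread made too small by such an adjustment. The shares for the compound mutant were 21.6% and 12.1%. The simulation removed the term with the compound mutant libraries placed in pair 4. If that placement holds, which the simulation cannot show, the calls in the compound mutant with the block may still be too many.

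With the compound mutant in the block of pair 4, chosen after seeing the data, 5.06% and 5.09% of simulated genes had p under 0.05. The simulation was built with that placement, so these shares follow from it and do not favour this block. In the data 2 genes were lower and 2 higher in *Cilk1*-/- and 0 in each direction in the compound mutant, in both mutants and between the mutants. At an unadjusted p under 0.05 and the fold threshold, 112 genes were lower and 149 higher in the compound mutant, 39 and 7 in both mutants, and 97 and 62 between the mutants. This block leaves 1 wild-type library to compare with the compound mutant directly. Below the threshold were *Cilk1* (−0.90), *Ptch1* (−1.69), *Gli1* (−1.43), *Sostdc1* (−1.35), *Hhip* (−0.94) and *Foxf2* (−1.65) in the compound mutant, *Ptch1* (−0.89), *Gli1* (−0.90), *Hhip* (−0.45) and *Foxf2* (−1.31) in *Cilk1*-/- and *Hhip* between the mutants (−0.49). Of the other lists, 7 passed between the mutants. The Hh target list passed against wild type. *C1qtnf3* reversed in the compound mutant (−0.0798), and of the other named genes and lists 25 results lost the threshold and 5 gained it.

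With only the 2 genotypes compared in a fit, 59 genes were lower and 71 higher in *Cilk1*-/-, 22 and 12 in the compound mutant, 9 and 1 in both, and 1 and 0 between the mutants. *Sostdc1* passed in *Cilk1*-/- (−0.74), and *Ptch1* (−1.66), *Gli1* (−1.43) and *Sostdc1* (−1.31) missed the threshold in the compound mutant, as did *Hhip* between the mutants (−0.49). Here each fit estimates the spread from fewer libraries. At an unadjusted p, 103 genes were higher in the compound mutant than in *Cilk1*-/-. Of the other named genes, 17 results lost the threshold and 3 gained it. With the set of libraries as a term, 23 and 14 genes were called in *Cilk1*-/-, 13 and 5 in the compound mutant, 8 and 0 in both, and 1 and 0 between the mutants. The losses were *Ptch1* (−0.89), *Gli1* (−0.90) and *Hhip* (−0.45) in *Cilk1*-/-, *Ptch1* (−1.69), *Gli1* (−1.43), *Sostdc1* (−1.35) and *Hhip* (−0.94) in the compound mutant, and *Hhip* between the mutants (−0.49). At an unadjusted p, 11 genes were higher in both and 107 between the mutants. *C1qtnf3* reversed in the compound mutant (−0.0798), and of the other named genes and lists 23 results lost the threshold and 2 gained it. The compound mutant lies in one of the 2 sets only.

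At an unadjusted p under 0.05 and the fold threshold, 57 genes were lower and 69 higher in *Cilk1*-/-, 341 were higher in the compound mutant, 41 lower and 12 higher in both, and 163 lower and 187 higher between the mutants. At the adjusted p with no fold threshold, the counts were 231 and 178 in *Cilk1*-/-, 629 and 473 in the compound mutant, 115 and 53 in both, and 360 and 198 between the mutants. Under fry, 1 of the other lists passed in each comparison, and with an estimated correlation 0 did, and the Hh target list had an adjusted p of 0.402 against wild type in both mutants. Unadjusted, the list had p = 0.0188 and 0.0268 with an estimated correlation. Of the other lists, 1 had an unadjusted p under 0.05 with an estimated correlation in each comparison. Of the results for single lists, 15 lost the threshold under fry and 18 with an estimated correlation.

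Other scalings were chosen after seeing the data. A pseudocount of 0.1 gave 70 genes higher in *Cilk1*-/-, 278 lower and 269 higher in the compound mutant, 20 higher in both, and 216 lower and 78 higher between the mutants, and *Hhip* missed the threshold in *Cilk1*-/- (−0.57). Of the genes called in *Cilk1*-/-, 56.9% were higher in place of 41.9%. The list of Hh components reversed between the mutants (adjusted p = 0.665). Of genes with a mean of at least 1, 16 were higher in the compound mutant than in *Cilk1*-/-, and *Sostdc1* passed in *Cilk1*-/- (−0.74), while the list of Hh components reversed in the compound mutant (adjusted p = 0.545). Under quantile normalization *Hhip* missed the threshold in *Cilk1*-/- (−0.49) and between the mutants (−0.52). There the lists of macrophage genes in *Cilk1*-/- (adjusted p = 0.835), Hh components in the compound mutant (0.990), and Wnt feedback (0.898) and the enamel knot (0.919) between the mutants reversed, none of them past the threshold in the deposited scaling. Median centring and eBayes without trend and robust moved no count by over 1.5 times. Without its 6 genes in Supplementary Table S2, the Hh target list passed in *Cilk1*-/- (adjusted p = 0.00740), missed the threshold in the compound mutant (0.0767) and reversed between the mutants (0.756). The paper had chosen those 6 genes as lower on these samples. The correlation between the mutants fell to 0.323 against different wild-type pairs.

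Over the 11 fits that each left out one library, the genes lower in *Cilk1*-/- ranged from 8 to 50 and those higher from 7 to 45, both lowest without *Cilk1*-/- replicate 4. Those in the compound mutant ranged from 51 to 195 and from 29 to 476, lowest without wild-type replicate 4 and highest without compound mutant replicate 2. Genes lower in both ranged from 8 to 35 and higher in both from 0 to 9, where at an unadjusted p 12 were higher in both in the full data. Between the mutants the ranges were 29 to 247 lower and 4 to 224 higher. The log2 fold changes in *Cilk1*-/- ranged from −0.93 to −0.86 for *Ptch1*, −0.94 to −0.83 for *Gli1*, −0.79 to −0.64 for *Sostdc1* and −0.51 to −0.39 for *Hhip*. Between the mutants they ranged from −1.04 to −0.48 for *Ptch1*, −0.75 to −0.30 for *Sostdc1* and −0.58 to −0.41 for *Hhip*. The Hh target list between the mutants had an adjusted p from 0.0212 to 0.690, and the other lists that passed there numbered from 3 to 7. The correlation between the mutants ranged from 0.297 to 0.491. Without wild-type replicate 2, 11 genes were higher in both at an unadjusted p. *Sostdc1* passed in *Cilk1*-/- in the 3 fits that each left out a compound mutant library.

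Leaving out one library reversed the direction of some named genes, given here as the range of the log2 fold change. In the compound mutant these were *Lef1* (−0.15 to 0.31), *Shh* (−0.92 to 0.51), *Wif1* (−0.55 to 0.46) and *C1qtnf3* (−0.0810 to 0.10). In *Cilk1*-/- they were *Wif1* (−0.0109 to 0.37) and *Rps27* (−0.26 to 0.26). Between the mutants they were *Lef1* (−0.38 to 0.0824), *Shh* (−1.26 to 0.17), *Wif1* (−0.72 to 0.29), *Hs3st6* (−0.0638 to 0.28) and *Ppih* (−0.24 to 0.12). None of these passed the threshold over all libraries, and *Shh* passed between the mutants without compound mutant replicate 3.

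Lists reversed in some of these fits as well, given as the range of the adjusted p. In *Cilk1*-/- these were Hh components (0.169 to 0.663), Wnt feedback (0.190 to 0.802), macrophages (0.301 to 0.986), endothelium (0.0910 to 0.981) and bone and cartilage (0.338 to 0.992). In the compound mutant they were Hh components (0.524 to 0.999), Wnt feedback (0.0512 to 0.999), the enamel knot (0.00456 to 0.802), ciliary genes (0.398 to 0.993), erythroid genes (0.0228 to 0.735), macrophages (0.00720 to 0.947) and oral keratinization (0.00121 to 0.901). Between the mutants they were Hh components (0.426 to 0.982), Wnt feedback (0.0512 to 0.955), the enamel knot (0.0512 to 0.941), ciliary genes (0.0559 to 0.893), neurons (0.00496 to 0.986), Schwann cells and glia (0.0567 to 0.450), erythroid genes (0.00164 to 0.949), endothelium (0.259 to 0.967), interferon response (0.000176 to 0.858) and proliferation (0.0420 to 0.938). Of these, the erythroid list between the mutants alone passed over all libraries, and it reversed without compound mutant replicate 3.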

Differences from the paper's values

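The paper's methods name an adjusted p-value under 0.05, while the headings of its Supplementary Tables S1 and S2 name a p-value under 0.05 with no adjustment, so which one gave its counts is unclear. The paper reports 85 genes lower in *Cilk1*-/-, and 36 were lower here. Of the alternatives set before the data were examined, a fit of only the 2 genotypes compared gave 59 genes and an unadjusted p-value with the fold threshold gave 57, both within 1.5 times of the paper's value, and the others did not come within it. The paper's 105 genes lower in the compound mutant compare with 106 here.

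The paper reports 43 genes lower in both mutants, and 27 were found here. An unadjusted p-value with the fold threshold gave 41, and leaving out compound mutant replicate 1, 2 or 3 gave 30, 35 or 31. No other alternative set before the data were examined came within 1.5 times. The paper reports 41 genes higher in both mutants, and 3 were found here. With the adjusted p-value and no fold threshold the count was 53. No other one of these alternatives came within 1.5 times. A pseudocount of 0.1, chosen after seeing the data, gave 20 genes higher in both, and 99 at an unadjusted p-value with the fold threshold. The count of genes higher in both therefore depends on the scale on which the fold threshold is applied.

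In Fig. 7a the genes higher in *Cilk1*-/- number about 160, read by eye, and 26 were higher here. The adjusted p-value with no fold threshold gave 178, and no other alternative set before the data were examined came within 1.5 times. In Fig. 7a the genes higher in the compound mutant number about 430, read by eye, and 103 were higher here. An unadjusted p-value with the fold threshold gave 341, the adjusted p-value with no fold threshold gave 473 and leaving out compound mutant replicate 2 gave 476. The others did not come within 1.5 times.

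Fold changes of the genes in Supplementary Tables S1 and S2 were compared as log2 ratios of mean back-transformed values, the scale of the paper's fold changes. Of 83 genes, 4 differed by more than the spread between libraries, or by more than 1.5-fold where a library is at 0, in *Cilk1*-/- and 7 did in the compound mutant. Of 6 genes compared between the mutants, 0 did. In *Cilk1*-/-, the paper's value for *Scg3* is 2.49 and the value here 1.20, and its value for *Slc6a4* is −1.18 against −1.07 here. None of the alternatives set before the data were examined and run for these genes closed either gap. The replicate block and the set of libraries as a term were run only for genes above 0 in every library. For *Amn* the paper's value is −1.89 and the value here −1.61, which fell within the spread without wild-type replicate 1 and without *Cilk1*-/- replicate 1 or 2. For *Ankrd63* the paper's value is −1.11 and the value here −0.60, which fell within it without wild-type replicate 1 or 2 and without *Cilk1*-/- replicate 2.

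In the compound mutant, the paper's value for *Isl1* is 3.82 and the value here 2.23. None of the alternatives set before the data were examined and run for this gene closed the gap. For *Myt1* the paper's value is 6.17 and the value here 3.90, which came within the spread without compound mutant replicate 2 or 3 and with the set of libraries as a term. For *C3* the paper's value is −2.87 and the value here −5.14, which came within it without compound mutant replicate 2. For *Kcnd3* the paper's value is −0.96 and the value here −1.18, which came within it without wild-type replicate 4. For *Hmga1* the paper's value is 1.08 and the value here 0.95, which came within it without wild-type replicate 1 or 3 and without compound mutant replicate 1. For *Gldn* the paper's value is −1.22 and the value here −0.37, which came within the limit without wild-type replicate 1 and without compound mutant replicate 3. For *Ddc* the paper's value is 0.64 and the value here 0.50, which came within it with the set of libraries as a term. The other alternatives set before the data were examined closed none of these 7 gaps where they were run. The replicate block and the set of libraries as a term were not run for genes with a library at or below 0, such as *Gldn*.

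*Sostdc1* and *Hhip* are listed by the paper as lower in both mutants. In *Cilk1*-/-, *Sostdc1* had an adjusted p of 0.0545 here and *Hhip* a log2 fold change of −0.45, under the fold threshold of 0.58. *Sostdc1* passed in a fit of only the 2 genotypes compared, at an unadjusted p-value, in the 3 fits that each left out a compound mutant library and, chosen after seeing the values, among genes with a mean of at least 1. *Hhip* passed with the adjusted p-value and no fold threshold. As a log2 ratio of mean back-transformed values, the scale of the paper's fold changes, *Hhip* was at −0.59 here, past the fold threshold, and at −0.60 in the paper, so that scale closes the gap. Leaving out single libraries moved this ratio between −0.67 and −0.51. Of the paper's genes, 28 of the 42 matched ones listed as lower in both mutants and 8 of the 41 listed as higher in both passed here at an unadjusted p-value with the fold threshold.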

Other observations

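Tests of the paired deviations, of *Xist* and of *Shh* were chosen only after the result was seen. The cartilage, olfactory neuron, ciliated epithelium and X escape lists were written after the pattern was seen, from genes not looked at before.

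Of the 35 splits of the 4 wild-type and 4 *Cilk1*-/- libraries into 2 groups of 4, 1, the real one, gave as many lower genes as the 36 found and 1 as many higher genes as the 26 found. Only 8 splits part all 4 pairs, as the real one does, and 1 of the 8 gave as many lower and 1 of the 8 as many higher genes, a share that cannot fall under 0.05, so that chance and genotype cannot be told apart by these splits. The other splits keep some pairs together. Of the 35 splits of the 7 wild-type and compound mutant libraries, 1 gave as many lower and 1 as many higher genes as the 106 and 103 found, and of the 35 splits of *Cilk1*-/- and compound mutant libraries 1 gave as many lower and 1 as many higher genes as the 65 and 26 found. Of 100 random assignments of all 11 libraries, the real one included, 1 gave as many genes lower in both mutants and 1 as many higher in both.

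Wild-type and *Cilk1*-/- libraries of one number deviate in opposite directions. A candidate explanation is that the authors removed a term for the replicate number. Genes at 0 in both libraries of one number, which such a step can leave as they are, had same-number libraries that deviated together in the other pairs, with a pooled correlation of 0.504. Without the replicate block more genes passed the threshold than with it, and 12.6% of unchanged simulated genes had p under 0.05 without it, consistent with a spread made too small.

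Compound mutant replicate 1 lay apart from the other libraries. A candidate explanation is nasal or cartilage tissue in the dissected sample. The 9 listed cartilage genes were higher in replicate 1 than in replicates 2 and 3 by a median log2 difference of 1.78, above all 10000 random lists matched on expression. The 10 olfactory neuron genes were higher by 0.68 and the 6 ciliated epithelium genes by 1.12, at percentiles of 99.99 and 99.98. Wild-type tooth germs also express 6, 5 and 2 of these genes at a mean of at least 1 on the log2 scale, and no other list holds any of them. Of each list, the gene highest in replicate 1 was *Col11a2* at 6.59, against 4.61 and 2.54 in replicates 2 and 3 and 2.61 in wild type, *Ebf3* at 4.94 against 2.60 in wild type, and *Foxj1* at 3.71 against 0.97 in wild type. *Col27a1* and *Adcy3*, which are more abundant in wild type, differed less, with *Col27a1* at 5.15 in replicate 1, 4.06 and 4.89 in replicates 2 and 3 and 4.32 in wild type, and *Adcy3* at 3.55 against 3.44 and 3.61 in replicates 2 and 3 and 3.52 in wild type. After quantile normalization the cartilage list still differed by 1.64, which argues against the scaling of the library. A change in the tissue of the mutant itself stays open and was not tested. The genes the paper lists as higher in both mutants had a median log2 fold change of 0.62 in the compound mutant with this library and 0.48 without it, which is under the fold threshold. The paper chose these genes with this library included, so an effect of this one library and one of the genotype cannot be told apart. Without it, 1 of the 3 genes called higher in both mutants here was still called, and 48 of the 103 called higher in the compound mutant were.

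*Xist* ranged from 2.44 to 5.80 among wild-type libraries and from 5.38 to 8.23 in *Cilk1*-/-, with a log2 fold change of 2.40 in *Cilk1*-/- (adjusted p = 0.102, limma). The sex composition of the pools may differ, and the paper's methods state a mix of both sexes. Same-number wild-type and *Cilk1*-/- libraries mirror each other in *Xist* with a correlation of −0.996 over the 4 pairs. The first test asked whether genes that escape X inactivation rise with *Xist* across the 11 libraries, and they did. It was set aside after that result because mirrored libraries are not independent. With each pair counted once, as 4 pair differences beside the 3 compound mutant libraries, the 4 escape genes and *Xist* had a Pearson r of 0.745 and a Spearman rho of 0.786 (exact permutation within the 2 groups, p = 0.0833 and 0.0347, adjusted over the 2 measures 0.0833 and 0.0694). Without pairs 1 and 3, which lay farthest from the median, r was 0.823. The adjusted p is over 0.05 in these 7 values, so sex and other causes cannot be told apart. The 4 escape genes found had a mean log2 fold change of 0.20 in *Cilk1*-/- and 0.09 in the compound mutant.

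*Lef1*, *Shh* and *Wif1* did not pass the threshold in either mutant. *Lef1* had log2 fold changes of 0.23 in *Cilk1*-/- and 0.05 in the compound mutant, *Shh* of 0.33 and −0.03, and *Wif1* of 0.17 and 0.07 (adjusted p from 0.437 to 0.982, limma). *Dkk2* had 0.23 in *Cilk1*-/- (adjusted p = 0.329) and −0.65 in the compound mutant (adjusted p = 0.0244), where its adjusted p was 0.05 or more in 3 of the 11 fits that each left out one library and with the replicate block (adjusted p = 0.127). Between the mutants *Dkk2* had −0.89 (adjusted p = 0.0125, and 0.138 with the block). *Shh* ranged over 2.86 on the log2 scale among the compound mutant libraries, from 3.66 in replicate 1 to 6.51 in replicate 3, and over 1.00 in wild type. After the mean of the dental epithelium list was subtracted it still ranged over 2.17. This subtraction assumes that *Shh* changes by as much as the list, so it cannot exclude the share of dental epithelium as the cause. From replicate 1 to replicate 3 the dental epithelium list went from −0.52 to 0.17 and the enamel knot list from −0.19 to 0.78, in the direction of *Shh*. No biological explanation was tested.

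Of the 60 genes called in *Cilk1*-/- with a known position, other than *Cilk1*, all 60 lie more than 10 Mb from *Cilk1*, and none of the 96 genes within 10 Mb was called. This argues against passenger alleles near *Cilk1* as the source of the calls, although 19 of the 96 had an unadjusted p under 0.05 (19.8%, against 20.8% of the other genes). *Rps27* was higher and *Rps27rt* lower in the compound mutant. The summed back-transformed values of both changed by −0.69 on the log2 scale. Reads moved between the near-identical copies and a change in expression cannot be told apart, because values scaled by gene length need not keep their sum.

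Of the other lists, those past an adjusted p of 0.05 in camera and not named above moved as follows. The proliferation list was lower in both mutants, by −0.28 in *Cilk1*-/- and −0.25 in the compound mutant, with 14 of 14 genes lower in each. The neuron list was higher by 0.42 and 0.96, and skeletal muscle genes were higher in *Cilk1*-/- by 0.56 and lower in the compound mutant by −0.44. In the compound mutant the dental mesenchyme list was lower (−0.39), and the Schwann cell and glia (0.32) and interferon (0.20) lists were higher. Between the mutants, skeletal muscle (−0.998) and erythroid (−0.41) genes were lower and hypoxia (0.19) and immediate early (0.49) genes higher. Of the lists in this paragraph, only immediate early genes between the mutants held under fry (adjusted p = 0.0325). Of the 11 fits that each left out one library, the adjusted p was 0.05 or more in 6 for the interferon list, 4 for skeletal muscle and 3 for the Schwann cell and glia list in the compound mutant, and in 2 for the erythroid list between the mutants. Without compound mutant replicate 1 the adjusted p of the Schwann cell and glia list in the compound mutant was 0.759, without replicate 3 that of the interferon list was 0.555 and that of the erythroid list 0.949, and without wild-type replicate 3 that of skeletal muscle in the compound mutant was 0.236. Without *Cilk1*-/- replicate 1 the neuron list in *Cilk1*-/- had 0.0562, and without compound mutant replicate 2 the hypoxia list between the mutants had 0.0944. The neuron list was at 2.13 in compound mutant replicate 1 against 0.31 and 0.43 in replicates 2 and 3, and the Schwann cell and glia list at 0.91 against 0.0238 and 0.0301. Some lists passed in the compound mutant only when one library was left out. These were the enamel knot (adjusted p = 0.00456), macrophages (0.00720) and bone and cartilage (0.00113) without compound mutant replicate 1, erythroid genes without replicate 2 (0.0228), and dental epithelium (0.00508) and oral keratinization (0.00121) without replicate 3. Without wild-type replicate 1 endothelium passed (0.0308), and without wild-type replicate 3 bone and cartilage (0.0220). The Schwann cell and glia list passed in *Cilk1*-/- (0.0318) without compound mutant replicate 1. Lists that did not pass over all libraries without the replicate block and passed with it were bone and cartilage in the compound mutant (adjusted p = 0.0471) and, between the mutants, dental epithelium (0.00930), dental mesenchyme (0.0227), neurons (0.0328) and macrophages (0.0328). Lists that did not pass against wild type had mean log2 fold changes, in *Cilk1*-/- and the compound mutant, of 0.01 and 0.00 for Hh components, 0.03 and 0.04 for Wnt feedback, 0.21 and 0.23 for the enamel knot, 0.10 and −0.22 for dental epithelium, 0.03 and 0.02 for ciliary genes, 0.01 and −0.13 for macrophages, 0.02 and 0.05 for endothelium, −0.05 and 0.84 for bone and cartilage, and 0.42 and −0.13 for oral keratinization.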
